# Endothelial to mesenchymal Notch signaling regulates skeletal repair

**DOI:** 10.1172/jci.insight.181073

**Published:** 2024-05-23

**Authors:** Sanja Novak, Hitoshi Tanigawa, Vijender Singh, Sierra H. Root, Tannin A. Schmidt, Kurt D. Hankenson, Ivo Kalajzic

**Keywords:** Bone biology, Growth factors, Orthopedics

## Abstract

We present a transcriptomic analysis that provides a better understanding of regulatory mechanisms within the healthy and injured periosteum. The focus of this work is on characterizing early events controlling bone healing during formation of periosteal callus on day 3 after fracture. Building on our previous findings showing that induced Notch1 signaling in osteoprogenitors leads to better healing, we compared samples in which the Notch 1 intracellular domain is overexpressed by periosteal stem/progenitor cells, with control intact and fractured periosteum. Molecular mechanisms and changes in skeletal stem/progenitor cells (SSPCs) and other cell populations within the callus, including hematopoietic lineages, were determined. Notably, Notch ligands were differentially expressed in endothelial and mesenchymal populations, with *Dll4* restricted to endothelial cells, whereas *Jag1* was expressed by mesenchymal populations. Targeted deletion of *Dll4* in endothelial cells using Cdh5CreER resulted in negative effects on early fracture healing, while deletion in SSPCs using α-smooth muscle actin–CreER did not impact bone healing. Translating these observations into a clinically relevant model of bone healing revealed the beneficial effects of delivering Notch ligands alongside the osteogenic inducer, BMP2. These findings provide insights into the regulatory mechanisms within the healthy and injured periosteum, paving the way for novel translational approaches to bone healing.

## Abstract 2

Characterization of early events in bone healing indicates that endothelial to mesenchymal Notch signaling regulates skeletal repair through Dll4 signaling.

## Introduction

Regeneration of the skeleton depends on various factors, including skeletal stem/progenitor cells (SSPCs) and their interactions with other cell populations in the periosteal and bone marrow niche. Fractures cause damage to bone and surrounding tissues, causing bleeding, hematoma formation, and an influx of hematopoietic cells to the fracture site. These events lead to the expansion of SSPCs and endothelial cells (ECs). Previous studies from our lab and other groups have shown that periosteum is a major contributor to fracture healing (1–3). The strong evidence supporting the periosteum as major contributor to fracture healing was recently reported by genetic lineage tracing studies published by Liu et al. (4).

A critical event controlling tissue repair is whether SSPCs undergo proliferation or differentiation. During this early phase of fracture healing, autocrine and paracrine signals direct SSPC fate toward commitment to chondrogenic and osteogenic lineages. However, the molecular pathways and cell-to-cell signaling mechanisms controlling SSPC activation in the cellularly heterogeneous callus remain poorly understood.

Notch signaling is a conserved pathway with roles in development, homeostasis, and tissue regeneration (5). This pathway plays a major role in maintaining progenitor pools and controlling differentiation into mature lineages across various cell types (6). The actions of Notch signaling are divergent and temporally controlled, exhibiting different effects depending on the specific tissue and stage of cell lineage maturation (5, 7). Notch signaling depends on the binding of Notch ligands (Jagged 1 and 2 [JAG1 and -2] and Delta-like ligand 1, 3, and 4 [DLL1, -3, and -4]) to Notch receptors (Notch1–4) (5, 6). Upon receptor-ligand binding, a conformational change in the receptor facilitates γ-secretase cleavage of the Notch receptor intracellular domain (NICD). The NICD then binds with recombination signal binding protein for immunoglobulin κ J region (Rbpjκ) and Mastermind-like (MAML) proteins, inducing gene transcription. This signaling sequence is commonly referred to as canonical Notch signaling. However, Notch also signals through noncanonical pathways that operate independently of Rbpjκ. In bone, the functions of Notch receptors are primarily nonredundant (5). Notch1 induces osteoprogenitor proliferation and inhibits mesenchymal stem cell (MSC) differentiation and osteoclastogenesis (8, 9), whereas Notch2 and Notch3 induce osteoclastogenesis (10). Deletions of Notch1 and Notch2 in Prx1-expressing MSCs lead to a high bone mass phenotype in adolescent animals, yet aged mice exhibit osteopenia due to depletion of the osteoprogenitor pool (11). Studies have shown that active Notch signaling impairs chondrocyte differentiation and endochondral ossification (12, 13). While bone development and the healing process share many biological aspects, the specific roles of Notch ligands and receptors have been relatively understudied (14, 15). Notch signaling activation has been shown to be beneficial in skin injury healing by increasing proliferation, while its inhibition impairs healing processes (16, 17). Transplanting MSCs overexpressing JAG1 leads to improved skin wound healing in a diabetic mouse model (18). JAG1 in myofibroblasts promoted Notch signaling in hepatic progenitor cells that led to their biliary specification to cholangiocytes. This process was inhibited by use of DAPT, a γ-secretase inhibitor (19). Notch signaling is active in epithelial cells of the inflamed mucosa of colitis, which when inhibited significantly exacerbates the clinical course of DSS-colitis, with significant increases in goblet cell number, severe loss of the epithelial layer, and infiltration of inflammatory cells into the small intestine (20).

The role of canonical Notch signaling in fracture healing has been evaluated by deleting Rbpjκ using Prx1Cre. In this model, fractures do not heal adequately, resulting in nonunion of the fractured bone even after 42 days post-fracture (dpf) (21). Our previous work showed that overexpressing Notch 1 intracellular domain (NICD1) in α-smooth muscle actin^+^ (αSMA^+^) osteoprogenitors improved fracture healing, through the expansion of osteoprogenitors (αSMA^+^ cells) at the fracture site and induction of differentiation into osteocalcin^+^ osteoblasts. Notch1 overexpression also led to an increase in callus bone mass, rendering fractured bones mechanically stronger (22). Furthermore, inhibition of Notch1 signaling through systemically delivered Notch1 antibody impaired bone healing, producing a phenotype similar to that observed with Rbpjκ deletion in Prx1 cells (21, 22).

Recognizing the clear evidence indicating that perturbations in Notch signaling impact bone healing, the objective of this study was to examine Notch ligands and identify the cell populations expressing them. Previous studies have demonstrated a beneficial effect on intramembranous bone healing using recombinant JAG1 on collagen scaffolds in the healing of cranial and femoral defects in mice and rats (23). Additionally, in a model of intramembranous formation involving bone marrow ablation, animals with *Jag1* deletion in osteoprogenitors showed a decrease in bone formation (23). Considering the limitations of prior studies on the effects of Notch ligands, we used single-cell RNA sequencing (scRNA-seq) to evaluate signaling in cell populations involved in normal fracture healing and in cases of Notch1 overexpression. We hypothesized that early events during the healing process are critical for SSPC lineage determination. Our study focused on characterizing single cells on day 3 of fracture healing. By determining the cell populations expressing Notch ligands, we were able to specifically target the deletion of *Dll4* in ECs and demonstrate the requirement of EC *Dll4* expression for bone healing. Insights gleaned from our single-cell genomic analysis, combined with a genetic deletion approach, prompted us to evaluate the therapeutic potential of delivering Notch ligands alone or as an enhancement to clinically used osteogenic inducers such as BMP2.

## Results

### Transcriptome analysis of early fracture healing.

Bones heal well in healthy individuals, but aging and confounding diseases can negatively impact this process (24–26). Despite our understanding of the critical role of osteogenic inducers in healing, little is known about the factors that regulate early events within the injured bone. Therefore, we focused our attention on day 3 following femoral fracture, as the expansion and commitment of SSPCs form the basis for the formation of mature lineages. To determine the potential molecular mechanisms regulating fracture healing, we performed scRNA-seq on periosteal cells isolated from intact and fractured bones (3 dpf) (Figure 1A). We sorted live, nonhematopoietic (CD45^–^) and hematopoietic (CD45^+^) cells (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.181073DS1) and performed scRNA-seq (10× Genomics).

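Each of the 8 libraries of the periosteal experiment held cells pooled from 3 male mice 4 months of age, so the comparison of intact with fractured periosteum in Cre- mice at 3 days rests on 1 library per condition and sort, and there are no replicates. No test or p-value is therefore given, and each 95% interval (exact Poisson or Clopper-Pearson) covers counting error only. The authors deposited filtered matrices of unique molecular identifier (UMI) counts per gene and cell barcode, made with Cell Ranger 6.1.2 on the mouse genome mm10 (GRCm38) for 32285 genes, without normalization. The CD45- Cre- libraries held 5902 barcodes with 129432104 UMIs from intact and 5665 barcodes with 177059436 UMIs from fractured periosteum. In the CD45+ Cre- libraries there were 6115 barcodes with 73148294 UMIs from intact and 5510 with 94562583 UMIs from fractured periosteum. The paper states that 12000 cells per sample were loaded for about 10000 barcoded cells, at 100000 reads per CD45- and 50000 reads per CD45+ cell, whereas the values here use the UMI counts in the matrices. The paper's text does not name its filter on cells. Here CD45- cells needed at least 500 and CD45+ cells at least 200 genes, with under 10% of UMIs from mitochondrial genes, which left 4662 intact and 4744 fractured CD45- cells and 5483 intact and 4978 fractured CD45+ cells. Their median depth was 13395 and 30719 UMIs per CD45- cell and 8212 and 13387.5 per CD45+ cell, so fractured cells were deeper in both sorts. Cells were clustered after Seurat integration of the 4 libraries of a sort with the paper's 40 principal components and its resolutions of 0.25 (CD45-) and 0.4 (CD45+). Clusters were named “-like” from marker lists, and differences from the paper's clusters may come from these rebuilt names. Scrublet called 49 intact and 48 fractured CD45- Cre- cells as doublets and none of the CD45+ cells, where the caller therefore did not work, and called cells were kept. UMIs of each gene were summed per library and cell class and given as counts per 1000000 UMIs (CPM), and a ratio is the log2 of the CPM in the first over the second library. Shares of cells in a cycle phase or with a UMI were taken after each cell had been thinned to 2000 UMIs, leaving out shallower cells, since depth differed between the groups. A second clustering, called the reduced clustering here, left the genes of the paper's value sheets, cell cycle genes and interferon genes out of its principal components. It made comparisons of these genes less dependent on clusters that they define, but not independent. The integration before it still used them, and each cluster took the name that most of its cells had in the main clustering. Genes located in the text are protein coding and are given with their Ensembl identifier and position on GRCm38 (GENCODE M21).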

Unsupervised clustering defined cell populations based on conserved gene expression in the clusters. Within the CD45^–^ periosteal populations, we identified 16 clusters, including ECs with characteristic expression of *Cdh5*, satellite cells expressing *Pax7*, and smooth muscle cells expressing *Myh11* (Figure 1, B and C). 

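The 22350 CD45- cells kept from the 4 libraries formed 17 clusters of 58 to 4830 cells. Endothelial-like cells made up clusters 0 (4830 cells, led by *Timp4*, *Cd36* and *Flt1*) and 4 (1493 cells, led by *Plvap*, *Lrg1* and *Aplnr*), and these held 92.0% of all *Cdh5* UMIs against 7.93% of the UMIs of all genes. Satellite-like cells were cluster 11 (512 cells, led by *Pax7*, *Chodl* and *Myf5*) and cluster 7 (786 cells, led by *Ttn*, *Gal* and *Myog*). Cluster 10, of 577 cells led by *Rgs5*, *Myh11* and *Abcc9*, was smooth muscle- or pericyte-like. In Cre- intact cells *Pax7* stood at 339 CPM in the satellite-like and *Myh11* at 2005 CPM in the smooth muscle- or pericyte-like class, against 0.191 and 8.23 CPM in endothelial-like cells. These genes served to name the clusters, so their levels describe the names rather than test them. GRCm38 places *Cdh5* (ENSMUSG00000031871) on chromosome 8 from 104101625 to 104144511, *Pax7* (ENSMUSG00000028736) on chromosome 4 from 139737062 to 139833528 and *Myh11* (ENSMUSG00000018830) on chromosome 16 from 14194535 to 14291372.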

Several populations expressed *Prxx1* and were classified as MSCs, whereas more mature cells expressed typical genes; chondrocytes (*Col2a1*), reticular cells (*Adipoq* and *Lepr*), and osteoblasts (*Ibsp* and *Dmp1*) (Figure 1, B and C). 

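Named mesenchymal-like were cluster 1 (MSCs1-like, 4692 cells, led by *Clec3b*, *C3*, *Abca8a* and *Pi16*), cluster 2 (MSCs2-like, 3076 cells, led by *Il11*, *Inhba*, *Ptgs2* and *Aldh1a3*) and cluster 5 (1105 cells, led by *F13a1* and *Prg4*). The MSCs2-like cluster also had *Ccl2*, a chemokine of immune responses, and *C3*, a complement gene, led MSCs1-like cells. *Prrx1*, printed as *Prxx1* in the paper, stood in Cre- intact cells at 813 CPM in MSCs1-like, 916 in MSCs2-like and 306 in cluster 5, against 7.36 CPM in endothelial-like cells. A choice made after the clusters had been seen kept 2 further *Prrx1*-expressing clusters out of the mesenchymal class. These were tenocyte-like cluster 6 (led by *Kera*, *Angptl7* and *Thbs4*; 599 CPM) and unnamed cluster 8 (led by *Col8a2* and *Chil1*, with *Lepr* among its leading genes; 2000.2 CPM). Cluster 6 made up 3.37%, 5.08%, 4.99% and 2.75%, and cluster 8 5.79%, 1.58%, 4.30% and 2.48%, of the CD45- cells of the Cre- intact, Cre- fractured, Cre+ intact and Cre+ fractured libraries. Chondrocyte-like cells (677 cells) held *Col2a1* at 38926 CPM and osteoblast-like cells (117 cells) *Ibsp* at 8619.7 and *Dmp1* at 375 CPM in the Cre- intact library. *Lepr* and *Adipoq* stood at 251 and 126 CPM in cluster 8, where reticular cells were not separated from the other cells. On GRCm38 lie *Prrx1* (ENSMUSG00000026586) on chromosome 1 from 163245119 to 163313710, *Col2a1* (ENSMUSG00000022483) on chromosome 15 from 97975602 to 98004695, *Lepr* (ENSMUSG00000057722) on chromosome 4 from 101717404 to 101815352, *Adipoq* (ENSMUSG00000022878) on chromosome 16 from 23146536 to 23158028, *Ibsp* (ENSMUSG00000029306) on chromosome 5 from 104299171 to 104311469 and *Dmp1* (ENSMUSG00000029307) on chromosome 5 from 104202613 to 104214102.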

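Among the CD45- cells, 1955 formed an erythroid-like cluster led by *Car2*, *Car1* and *Hba-a1*, which held 19.0% (17.8 to 20.1) of the Cre- intact and 5.71% (5.07 to 6.41) of the Cre- fractured cells. A cluster of 266 cells led by *Bglap*, *Hbb-bs* and *Hbb-bt*, which stayed unnamed, had 250 of its cells in the Cre- intact library, so it may be a feature of that library rather than a cell type. Its cells had a median of 9.38% mitochondrial counts, just under the limit of 10%. *Ptprc*, which encodes CD45, stood at 2.95 CPM in Cre- intact and 0.705 CPM in Cre- fractured CD45- cells, compared with 564 and 411 CPM in the CD45+ cells of the same mice. Cells of the erythroid-like cluster were deep, with a median of 68019 UMIs, and included 79 of the called doublets. The genes lie on GRCm38 with *Ptprc* (ENSMUSG00000026395) on chromosome 1 from 138062861 to 138175708, *Car2* (ENSMUSG00000027562) on chromosome 3 from 14886273 to 14900770, *Car1* (ENSMUSG00000027556) on chromosome 3 from 14766216 to 14808368 and *Hba-a1* (ENSMUSG00000069919) on chromosome 11 from 32283511 to 32284465.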

We employed cell sorting to enrich MSC and EC populations within periosteal samples, although there was some contamination with hematopoietic cells (clusters 3 and 10). Clusters 13, 14, and 15 exhibited low numbers of cells (under 25 cells) and were therefore not analyzed (Figure 1D). 

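The smallest CD45- clusters were lymphatic endothelial-like, with 16, 15, 14 and 13 cells in the Cre- intact, Cre- fractured, Cre+ intact and Cre+ fractured libraries, and Schwann-like, with 24, 9, 16 and 12 cells. Osteoblast-like cells numbered 19, 17, 17 and 64 in the same order. Genes were selected by the size of their change only where both libraries of a comparison had at least 50 cells of the class.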

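Mesenchymal-like cells made up 20.9% (19.7 to 22.1) of the Cre- intact and 55.1% (53.7 to 56.6) of the Cre- fractured CD45- cells, a difference of 34.3 percentage points (32.4 to 36.1). In the reduced clustering, MSCs1-like cells went from 9.72% (8.88 to 10.6) to 22.1% (20.9 to 23.3) and MSCs2-like cells from 4.70% (4.11 to 5.34) to 25.7% (24.4 to 26.9). Satellite-like cells rose from 2.21% (1.81 to 2.67) to 8.12% (7.35 to 8.93), while endothelial-like cells went from 34.0% (32.6 to 35.4) to 18.0% (17.0 to 19.2) and chondrocyte-like cells from 5.77% to 1.50%. Of the alternatives, a stricter filter on cells moved the mesenchymal-like difference most, to 40.1 percentage points. Shares are of sorted cells that passed the filter in each library, so a rise in one class lowers the others, and no number of cells per bone follows from them.

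**Figure D1:**
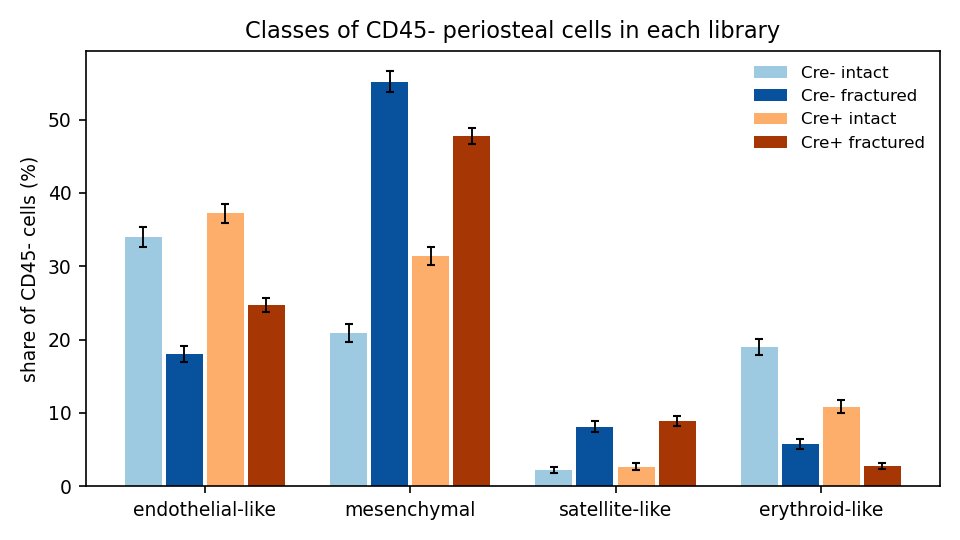
Share of CD45- cells in each cell class (vertical axis, percent of cells kept in the library) for the Cre- intact, Cre- fractured, Cre+ intact and Cre+ fractured libraries, 1 library of 3 pooled mice each. Bars give the share and lines its 95% exact binomial interval, which covers counting error only; the mesenchymal-like bars stand at 20.9%, 55.1%, 31.4% and 47.8%.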

Periosteal cells from cluster 1 (MSCs1), cluster 2 (MSCs2), and cluster 5 (satellite cells) were expanded by day 3 after fracture (Figure 1D). However, ECs, MSCs1, MSCs3, satellite cells, smooth muscle cells, and osteoblasts exhibited an increasing proportion of cells in the G_2_M phase (Figure 1E). 

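G2M phase was assigned by Seurat's CellCycleScoring after thinning to 2000 UMIs per cell. It covered 16.0% (13.7 to 18.6) of mesenchymal-like Cre- intact and 23.8% (22.2 to 25.5) of Cre- fractured cells, with 56 and 20 shallower cells left out and unthinned values of 16.8% and 25.1%. Merging the libraries without integration moved this difference of 7.78 percentage points most, to 10.6. Endothelial-like cells went from 0.982% (0.538 to 1.64) to 8.08% (6.24 to 10.3), with 158 and 101 cells left out and 1.83% and 8.29% unthinned. Within endothelial-like cells, cluster 0 had 0.697% (0.301 to 1.37) of intact and 0.937% (0.256 to 2.38) of fractured cells in G2M and cluster 4 2.16% (0.796 to 4.64) and 17.4% (13.4 to 21.9), with 149, 99, 9 and 2 cells left out and 1.70%, 2.66%, 2.44% and 17.3% unthinned. MSCs1-like cells went from 1.66% (0.721 to 3.25) to 3.45% (2.54 to 4.57), with 30 and 15 left out and 1.76% and 4.23% unthinned. MSCs2-like cells, a cycling cluster in both libraries, went from 43.4% (36.9 to 50.1) to 50.8% (47.7 to 53.9), with 26 and 4 left out and 44.5% and 53.4% unthinned. Satellite-like cells went from 13.0% (7.11 to 21.2) to 38.7% (33.8 to 43.8), with 3 and 0 left out and 9.71% and 39.0% unthinned. Within satellite-like cells, 1 of 74 intact and 3 of 120 fractured cells of cluster 11 were in G2M, with 2 and 0 left out, against unthinned values of 0% (which allows up to 3.95%) and 3.33%. Cluster 7 had 46.2% (26.6 to 66.6) of intact and 55.1% (48.9 to 61.2) of fractured cells in G2M, with 1 and 0 left out and 37.0% and 55.1% unthinned, and it held 26 of the 100 intact but 265 of the 385 fractured thinned cells. Smooth muscle- or pericyte-like cells went from 4.60% (1.27 to 11.4) to 15.7% (9.45 to 24.0), with 1 and 1 left out and 3.41% and 14.7% unthinned. In tenocyte-like cells none of 155 intact cells were in G2M, which allows a share of up to 1.94% by counting error, against 2.49% (0.919 to 5.34) of fractured cells, with 2 and 0 left out and 0.637% and 4.15% unthinned. Of osteoblast-like cells, 2 of 19 intact and 1 of 17 fractured cells were in G2M, too few to show a difference. Phase calls also read free RNA of cycling cells, the level of which was not separated here for intact and fractured libraries.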

The MSCs1 cluster showed characteristics of quiescent stem cells, with a gene expression profile showing inhibition of cell cycle genes and mitosis (*Cenpm*, *Rpa2/2*, *Rfc3/4*, *Ccnb2*, *Cenpa*, and *Spc24*) as well as DNA replication (*Gins2/4*, *Pold3*, and *Anapc15*). 

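All 11 genes stood lower in MSCs1-like than in MSCs2-like cells of the Cre- intact library, beyond the counting intervals. In MSCs1-like cells they ranged from 9.43 CPM (*Cenpm*) to 27.3 CPM (*Cenpa*), and in MSCs2-like cells from 34.6 CPM (*Pold3*) to 227 CPM (*Cenpa*). With fracture, 7 of them rose in MSCs1-like cells beyond counting error: *Spc24* by 1.22, *Ccnb2* by 1.01, *Cenpm* by 0.99, *Cenpa* by 0.85, *Anapc15* by 0.81, *Gins2* by 0.41 and *Rfc3* by 0.32 on the log2 scale. *Pold3* fell, with a log2 ratio of -0.33 (-0.60 to -0.05), and *Rpa2* (-0.40 to 0.17), *Rfc4* (-0.13 to 0.43) and *Gins4* (-0.11 to 0.36) had intervals that span 0. The median gene of MSCs1-like cells lay at a log2 ratio of -0.10 in the same comparison. The genes, on GRCm38, are *Cenpm* (ENSMUSG00000068101) on chromosome 15 from 82233779 to 82244748, *Rpa2* (ENSMUSG00000028884) on chromosome 4 from 132768332 to 132778752, *Rfc3* (ENSMUSG00000033970) on chromosome 5 from 151642756 to 151651242, *Rfc4* (ENSMUSG00000022881) on chromosome 16 from 23113943 to 23127737, *Ccnb2* (ENSMUSG00000032218) on chromosome 9 from 70407692 to 70421547, *Cenpa* (ENSMUSG00000029177) on chromosome 5 from 30666777 to 30674830, *Spc24* (ENSMUSG00000074476) on chromosome 9 from 21755442 to 21760303, *Gins2* (ENSMUSG00000031821) on chromosome 8 from 120578633 to 120589304, *Gins4* (ENSMUSG00000031546) on chromosome 8 from 23226616 to 23237659, *Pold3* (ENSMUSG00000030726) on chromosome 7 from 100082111 to 100121565 and *Anapc15* (ENSMUSG00000030649) on chromosome 7 from 101863715 to 101901849.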

Based on the gene expression profile and proliferative capacity before and after the fracture and gene set enrichment analysis (GSEA), we concluded that the least differentiated cluster is MSCs1, which was set as a root population in trajectory analysis. 

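Grouped in the reduced clustering, from which cell cycle genes had been left out, 1.17% (0.381 to 2.71) of MSCs1-like Cre- intact and 2.70% (1.80 to 3.88) of Cre- fractured cells were in G2M (26 and 12 cells left out, 1.55% and 3.62% unthinned). MSCs2-like cells of that clustering went the other way from the main one, from 48.7% (41.4 to 56.0) to 42.1% (39.3 to 45.0), with 30 and 5 left out and 47.9% and 44.2% unthinned. GSEA and trajectory analysis were not repeated here. From the low expression of cell cycle genes, the share of cycling cells before and after fracture and its GSEA, the paper concludes that MSCs1 cells are the least differentiated and uses them as the root of its trajectories.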

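How near MSCs1-like and MSCs2-like cells lay to each other was measured by the 30 nearest neighbors of each cell within its library, in the space of the 40 principal components, a choice made after the data had been seen. The clusters were drawn in the same space, and few neighbors crossed between these 2. Of all neighbors of MSCs1-like cells, 2.45% in the Cre- fractured and 1.69% in the Cre- intact library were MSCs2-like. Of all neighbors of Cre- fractured MSCs2-like cells, 4.03% were MSCs1-like. The shares that follow are of outside neighbors only. In the Cre- fractured library, 63.4% of the neighbors of MSCs1-like cells outside their own cluster were MSCs2-like, and MSCs2-like cells were 29.7% of the cells outside that cluster. Conversely, MSCs1-like cells took 72.9% of the outside neighbors of MSCs2-like cells and were 36.1% of the outside cells. In the Cre- intact library, MSCs2-like cells took 31.0% of the outside neighbors of MSCs1-like cells and were 6.12% of the outside cells. This nearness was not particular to MSCs2-like cells. Tenocyte-like cells took 22.8% of the same neighbors (3.78% of the outside cells) and cluster 8 took 25.7% (6.50%). In the Cre- fractured library the values were 14.8% (7.10%) for tenocyte-like cells and 2.62% (2.21%) for cluster 8. Chondrocyte-like and osteoblast-like cells took none in either library. Nearness in expression has no direction in time.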

Based on a trajectory analysis, the MSCs1 cell population rapidly proliferated after fracture and transitioned into a highly proliferating MSCs2 cluster (Figure 1, E–G). GSEA showed that this MSCs1 cluster was increased in gene sets involved in asymmetric localization of planar cell polarity proteins (*Scrib*, *Psmf1*, and *E2f3*), extracellular matrix, collagen formation (*Col2a1* and *Col11a1*), and degradation of the extracellular matrix, indicating a potential stem cell population (Figure 1F). These cells differentiate through MSC intermediate stages into chondrocytes or osteoblasts, as indicated by a trajectory analysis (Figure 1, G and H).

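In Cre- intact cells, *Scrib* stood at 11.4 CPM in MSCs1-like and 16.3 in MSCs2-like cells, *Psmf1* at 15.9 and 16.6, and *E2f3* at 13.5 and 22.8 CPM. After fracture their log2 ratios in MSCs1-like cells were 0.03 (-0.27 to 0.34), 0.16 (-0.09 to 0.42) and 0.26 (-0.01 to 0.54), all with intervals that span 0. *Col2a1* stood at 51.3 CPM in MSCs1-like and 46.4 CPM in MSCs2-like Cre- intact cells, and *Col11a1* at 199.8 and 350.3 CPM, compared with 8780.0 CPM of *Col11a1* in chondrocyte-like cells. Chondrocyte-like cells, which hold both genes at far higher levels, took a smaller share of the library after fracture. Free RNA from them was not separated from a change in MSCs1-like cells, so the next 2 ratios cannot tell these apart. In MSCs1-like cells *Col2a1* had a log2 ratio of -2.04 (-2.22 to -1.86) and *Col11a1* of -2.92 (-3.03 to -2.82) with fracture. Their places on GRCm38 are *Scrib* (ENSMUSG00000022568) on chromosome 15 from 76047158 to 76069784, *Psmf1* (ENSMUSG00000032869) on chromosome 2 from 151715812 to 151744186, *E2f3* (ENSMUSG00000016477) on chromosome 13 from 29906575 to 29986063 and *Col11a1* (ENSMUSG00000027966) on chromosome 3 from 114030540 to 114220718.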

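By the same measure of neighbors, osteoblast-like cells of the Cre- fractured library (17 cells) had 92.0% of their outside neighbors among MSCs2-like cells, which were 21.3% of the outside cells. For the 19 osteoblast-like cells of the Cre- intact library the values were 73.2% and 5.47%. The 71 chondrocyte-like cells of the Cre- fractured library had 52.2% of their outside neighbors among tenocyte-like cells (5.16% of the outside cells) and 41.3% among MSCs2-like cells (21.6%). Of all neighbors of these chondrocyte-like cells, 2.25% were tenocyte-like and 1.78% MSCs2-like. For osteoblast-like cells, 42.9% (Cre- fractured) and 29.3% (Cre- intact) of all neighbors were MSCs2-like. With so few mature cells at 3 days after fracture, single cells weigh on these shares.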

Upon fracture, ECs showed higher expression of *Col18a1* (endostatin), *Plvap*, and genes encoding extracellular proteins like *Col3a1*, *Col1a2*, *Col1a1*, and *Col15a1* in comparison with the intact periosteum (Figure 2A). These genes are involved in the healing process (27). 

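In endothelial-like Cre- cells *Col18a1* stood at 647 CPM after fracture and 83.1 CPM in intact periosteum, a log2 ratio of 2.96 (2.86 to 3.06). *Plvap* had a log2 ratio of 1.91 (1.85 to 1.97), *Col15a1* of 1.38 (1.31 to 1.45), *Col3a1* of 0.92 (0.82 to 1.01), *Col1a2* of 0.72 (0.62 to 0.82) and *Col1a1* of 0.49 (0.39 to 0.59). In the Cre+ pair of libraries the same genes had log2 ratios of 1.96, 1.37, 1.16, 0.74, 0.78 and 1.16. The fibrillar collagens were also found in cells that should lack them, since erythroid-like cells of the Cre- fractured library held 23.3 *Col1a1*, 24.0 *Col1a2* and 28.9 *Col3a1* UMIs per cell, against 2.29, 2.53 and 3.21 per endothelial-like cell; the erythroid-like cells were deeper, but relative to depth too *Col1a1* stood at 362 CPM in them and 192 CPM in endothelial-like cells. Of 8984 genes with at least 100 UMIs in the higher library, 1161 had a log2 ratio of at least 1 in size, 574 higher and 587 lower after fracture. A limit of 0.69 on the log2 ratio moved this count most, to 2239, and with CPM averaged over cells rather than summed 448 were higher and 212 lower. The largest rises that also went up in the Cre+ pair were those of *Ms4a6d*, *Tmem51*, *Bcat1*, *P2ry6* and *Moxd1*, and the largest falls those of *Ppbp*, *Gp9*, *Col10a1*, *Hba-a1* and *Hbb-bs*. *Hba-a1* and *Hbb-bs* were among the leading genes of erythroid-like cells and *Col10a1* of chondrocyte-like cells, classes whose shares fell with fracture. Background was not measured for these falls, so they and part of the 587 lower genes may reflect free RNA. In the Cre+ pair, *C1qb* and *Ctss*, leading genes of CD45+ macrophage- or monocyte-like cells, were among the largest rises of endothelial-like cells. Nor was background measured over the 574 higher genes, so part of these may reflect free RNA too. GRCm38 holds *Col18a1* (ENSMUSG00000001435) on chromosome 10 from 77052178 to 77166548, *Plvap* (ENSMUSG00000034845) on chromosome 8 from 71497765 to 71511752, *Col3a1* (ENSMUSG00000026043) on chromosome 1 from 45311538 to 45349706, *Col1a2* (ENSMUSG00000029661) on chromosome 6 from 4504814 to 4541544, *Col1a1* (ENSMUSG00000001506) on chromosome 11 from 94936224 to 94953042 and *Col15a1* (ENSMUSG00000028339) on chromosome 4 from 47208161 to 47313167.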

The MSCs1 cluster showed a significant increase in the *Cxcl5* chemokine, which recruits and activates leukocytes upon fracture. 

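*Cxcl5* stood at 499.9 CPM in Cre- fractured and 158 CPM in Cre- intact MSCs1-like cells, a log2 ratio of 1.66 (1.59 to 1.73). With cells grouped in the reduced clustering, whose principal components leave out *Cxcl5*, the log2 ratio was 2.72 (2.60 to 2.84). By the same limits as for endothelial-like cells, 673 of 11229 genes differed in MSCs1-like cells, 286 higher and 387 lower after fracture, a balance that median-of-ratios scaling turned round, to 339 higher and 320 lower. The largest rises shared with the Cre+ pair were those of *Cxcl2*, *2600014E21Rik*, *Nefm*, *Gm5608* and *Dnah12*, and the largest falls those of *Ccl5*, *Car3*, *Chil1*, *Col10a1* and *Rsad2*. For *Col10a1*, a leading gene of chondrocyte-like cells, free RNA may account for the fall here too. On GRCm38 lies *Cxcl5* (ENSMUSG00000029371) on chromosome 5 from 90759360 to 90761624.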

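In MSCs1-like cells of the reduced clustering, the log2 ratio of Cre- fractured over Cre- intact was 1.79 (1.69 to 1.89) for *Ptx3*, 1.55 (1.46 to 1.64) for *Cxcl1*, 1.43 (1.30 to 1.55) for *Il4ra*, 1.27 (1.23 to 1.31) for *Cxcl12* and 0.92 (0.89 to 0.95) for *Prg4*. *Cxcl12* went from 590.3 to 1422 CPM. Over all mesenchymal-like cells *Prg4*, which led cluster 5, went the other way beyond counting error, with a log2 ratio of -1.01. The genes are placed on GRCm38 with *Prg4* (ENSMUSG00000006014) on chromosome 1 from 150449412 to 150466165, *Ptx3* (ENSMUSG00000027832) on chromosome 3 from 66219910 to 66225805, *Cxcl12* (ENSMUSG00000061353) on chromosome 6 from 117168535 to 117181367, *Cxcl1* (ENSMUSG00000029380) on chromosome 5 from 90891241 to 90893115 and *Il4ra* (ENSMUSG00000030748) on chromosome 7 from 125552120 to 125579474.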

Genes that modulate the inflammatory response, such as *Prg4*, *Ptx3*, *Cxcl12*, *Cxcl1*, and *Il4ra*, were increased at the fracture site (Figure 2, A and B). With early tissue reorganization following injury, the expression of *Timp1* and *Mmp3* was increased. 

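*Mmp3* went from 6.06 to 39.0 CPM over all mesenchymal-like Cre- cells, a log2 ratio of 2.68 (2.47 to 2.90), and *Timp1* from 1535 to 2616 CPM, a log2 ratio of 0.77 (0.75 to 0.78). In MSCs1-like cells of the reduced clustering the log2 ratios were 2.82 (2.59 to 3.07) and 1.47 (1.41 to 1.52). Endothelial-like cells had a log2 ratio of 2.82 (2.60 to 3.05) for *Timp1* and -1.19 (-3.77 to 0.94) for *Mmp3*. In GRCm38 coordinates these are *Timp1* (ENSMUSG00000001131) on chromosome X from 20870166 to 20874735 and *Mmp3* (ENSMUSG00000043613) on chromosome 9 from 7445822 to 7455975.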

Many genes (e.g., *Acta2*, *Ptx3*, *Cxcl12*, *Il4ra*, and *Cxcl5*) were differentially expressed in all mesenchymal clusters of fractured samples compared with the intact periosteum. 

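Over all mesenchymal-like Cre- cells the log2 ratio of fractured over intact was 1.51 (1.46 to 1.56) for *Ptx3*, 1.38 (1.32 to 1.45) for *Il4ra*, 1.32 (1.28 to 1.36) for *Cxcl5*, 1.30 (1.27 to 1.34) for *Cxcl12* and 1.24 (1.20 to 1.29) for *Acta2*. *Cxcl12* and *Ptx3* rose in each of the 5 clusters compared, namely MSCs1-like, MSCs2-like, cluster 5, tenocyte-like and cluster 8, though *Cxcl12* in cluster 8 only by 0.19 and with the other sign at doubled resolution (-0.32). Merging the libraries without integration changed signs as well: *Cxcl12* then had a log2 ratio of -0.48 over all mesenchymal-like and -2.50 in MSCs2-like cells, and in tenocyte-like cells *Ptx3* had -1.02 and *Il4ra* -0.16. In MSCs2-like cells of the reduced clustering the log2 ratios were 0.95 for *Acta2*, 1.10 for *Cxcl12*, 0.87 for *Il4ra*, 0.59 for *Ptx3* and 0.33 for *Cxcl5*. In cluster 5, *Acta2* (2.23, 2.08 to 2.39), *Cxcl12* (2.21, 2.13 to 2.29) and *Ptx3* (2.01, 1.77 to 2.24) rose, *Cxcl5* had a log2 ratio of -0.37 (-0.52 to -0.22), and the interval of *Il4ra* spans 0 (0.09, -0.14 to 0.31). Tenocyte-like cells had log2 ratios of 1.55 (1.34 to 1.77) for *Acta2* and 3.17 (2.56 to 3.85) for *Il4ra*, with *Cxcl5* at 193 and 2 UMIs (4.88, 3.01 to 7.94). In cluster 8 the intervals of *Acta2* (-0.13, -0.61 to 0.32) and *Il4ra* (-0.20, -0.54 to 0.12) span 0. The GRCm38 annotation places *Acta2* (ENSMUSG00000035783) on chromosome 19 from 34241090 to 34255590.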

Only a few genes were differentially expressed in mature populations of chondrocytes (Figure 2A), whereas osteoblasts and CXCL12-abundant reticular (CAR) cells did not show any statistically significant differences in gene expression following the fracture. These mature populations were likely present at the time of a fracture, might have not gone through differentiation, and the bone injury did not significantly affect their transcriptional profile.

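Chondrocyte-like cells numbered 269 in the Cre- intact and 71 in the Cre- fractured library. Among 7360 genes with enough UMIs, 206 differed there by a log2 ratio of at least 1, 71 higher and 135 lower after fracture. Cluster 8, where *Lepr* and *Adipoq* were found, had 257 such genes of 7107 over 270 intact and 75 fractured cells. These are counts by size within single libraries and not tests, and they depend on the number of cells. Osteoblast-like cells were too few for such a count.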

We performed CellChat (v2.1.2; https://github.com/jinworks/CellChat) analysis on our samples. More than 80% of signaling pathways in our samples (Cre^–^ and Cre^+^, both intact and fractured) had significant cell-cell interactions (activin, BMP, Notch, PDGF, IGF, MMP, and BSP) in the same signaling pathways (Supplemental Table 1). IL-6 signaling interactions were specific only to the control fractured Cre^–^ group. NEGR, SLIT, and WNT signaling pathways were specific pathways in the Cre^–^ intact sample compared with fractured Cre^–^ (Supplemental Figure 2A). IGF, collagen, BSP, VCAM, CXCL, PDGF, NOTCH, and periostin are some of the signaling pathways specific to the fractured compared with intact samples. 

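Among Notch ligands of endothelial-like Cre- cells, *Dll4* stood at 124 CPM in intact and 69.9 CPM in fractured periosteum, a log2 ratio of -0.82 (-0.96 to -0.69), and *Jag2* at 106 and 85.9 CPM (-0.31, -0.44 to -0.18), though CPM averaged over cells put *Jag2* at 0.05. Among receptors in mesenchymal-like cells, *Notch2* went from 40.9 to 26.1 CPM (-0.65, -0.74 to -0.55). *Notch1* stood at 15.3 and 15.5 CPM (0.02, -0.13 to 0.17) and *Notch3* at 5.93 and 6.01 CPM (0.02, -0.22 to 0.26), with intervals that span 0. Smooth muscle- or pericyte-like cells held *Notch3* at 712 CPM in intact and 520.3 CPM in fractured periosteum. Communication probabilities of CellChat were not computed here. On GRCm38 the ligands and receptors are *Dll4* (ENSMUSG00000027314) on chromosome 2 from 119325784 to 119335962, *Jag2* (ENSMUSG00000002799) on chromosome 12 from 112907819 to 112929776, *Notch1* (ENSMUSG00000026923) on chromosome 2 from 26457903 to 26516663, *Notch2* (ENSMUSG00000027878) on chromosome 3 from 98013527 to 98150361 and *Notch3* (ENSMUSG00000038146) on chromosome 17 from 32120820 to 32166852.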

In Notch interactions from ECs to other mesenchymal clusters of Cre^–^ intact and fractured samples, we found that EC communication probabilities were strongest among JAG2 and DLL4 ligands interacting with Notch2 and Notch3, while interactions with Notch 1 were more probable in fractured samples. JAG1 did not interact with Notch receptors in intact samples (Supplemental Figure 2B).

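*Jag1* stood at 50.7 CPM in endothelial-like and 31.5 CPM in mesenchymal-like Cre- intact cells, from 530 and 951 UMIs. Its log2 ratio of fractured over intact was -0.03 (-0.21 to 0.14) and -0.02 (-0.13 to 0.08), with intervals that span 0, and -0.67 (-0.85 to -0.50) in MSCs1-like cells. Its position on GRCm38 is *Jag1* (ENSMUSG00000027276) on chromosome 2 from 137081456 to 137116644.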

### Effect of Notch1 overexpression on fracture healing.

To address the role of Notch1 signaling in the early regulation of bone healing, we isolated intact and fractured periosteal cells (3 dpf) from αSMACre^+^/NICD1 and Cre^–^/NICD1 mice. 

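In this experiment tamoxifen (75 mg/kg) induces Cre, which switches on the Notch1 intracellular domain in αSMA-expressing cells of Cre+ mice, and Cre- tissue serves as control; 1 library per condition and sort again holds cells of 3 mice. The CD45- Cre+ libraries held 6376 barcodes with 138414162 UMIs from intact and 8857 with 217752372 UMIs from fractured periosteum, of which 5493 and 7451 cells passed the filter with a median of 13775 and 21487 UMIs. The CD45+ Cre+ libraries held 6636 barcodes with 86876151 UMIs and 5931 with 76281961 UMIs, of which 6040 and 5136 cells passed, with a median of 9310.5 and 9742.5 UMIs. Of the CD45- Cre+ cells, 68 and 51 were called doublets and kept. The counts were made and processed as for the control libraries, with which they were clustered. As a check of the labels, *Notch1* was compared first: in fractured mesenchymal-like cells it stood at 35.3 CPM in Cre+ and 15.5 in Cre- cells, a log2 ratio of 1.19 (1.11 to 1.27), and in intact cells the ratio was 0.73 (0.58 to 0.89). Smooth muscle- or pericyte-like cells had a ratio of -0.17 (-0.47 to 0.12) and endothelial-like cells of 0.12 (0.04 to 0.21) in fractured periosteum. Of the Notch targets in fractured mesenchymal-like cells, *Nrarp* had a log2 ratio of 3.79 (3.48 to 4.10), *Heyl* of 3.74 (3.59 to 3.89), *Hey1* of 3.19 (3.02 to 3.37) and *Hes1* of 0.43 (0.38 to 0.47). The Y-linked gene *Ddx3y* stood in the 4 CD45- libraries at 64.1 to 73.7 CPM; the mice were male. These genes lie on GRCm38 with *Nrarp* (ENSMUSG00000078202) on chromosome 2 from 25180758 to 25183339, *Heyl* (ENSMUSG00000032744) on chromosome 4 from 123233556 to 123249875, *Hey1* (ENSMUSG00000040289) on chromosome 3 from 8663359 to 8667256, *Hes1* (ENSMUSG00000022528) on chromosome 16 from 30064384 to 30067796 and *Ddx3y* (ENSMUSG00000069045) on chromosome Y from 1260771 to 1286629.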

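Endothelial-like cells made up 24.7% (23.7 to 25.7) of the Cre+ fractured CD45- cells, 6.62 percentage points (5.14 to 8.10) more than in the Cre- fractured library, and 37.2% (35.9 to 38.5) of the Cre+ intact cells. The stricter filter on cells moved this difference most, to 9.02 percentage points. Cluster 5, led by *F13a1* and *Prg4*, held 7.21% (6.63 to 7.82) of the Cre+ and 5.46% (4.83 to 6.14) of the Cre- fractured cells. Cluster 12, which stayed unnamed because of its median of 1196 UMIs per cell, held 4.91% (4.43 to 5.43) and 1.64% (1.30 to 2.05). All mesenchymal-like cells together went from 31.4% (30.2 to 32.6) in Cre+ intact to 47.8% (46.6 to 48.9) in Cre+ fractured periosteum.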

We observed an increase in the proportion of ECs (cluster 0) and some MSCs in clusters 6 (MSCs4) and 7 (MSCs5) within fractured samples with Notch1 overexpression (Figure 3A). scRNA-seq data indicated that fracture (Cre^–^ and Cre^+^ samples) increases the proportion of mesenchymal populations, with a decreased proportion of ECs in both intact Cre^–^ and Cre^+^ samples (Supplemental Figure 3). 

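In the Cre+ libraries 8.28% (7.02 to 9.69) of intact and 28.8% (27.3 to 30.3) of fractured mesenchymal-like cells were in G2M after thinning (10 and 7 cells left out, 8.18% and 29.1% unthinned). Among them, MSCs1-like cells went from 0.514% to 6.73%, MSCs2-like cells from 45.8% to 52.1% and cluster 5 from 19.8% to 21.1%. Unthinned, these were 0.510% and 7.81%, 45.8% and 52.0%, and 18.8% and 20.5%. The cycling MSCs2-like cluster held 251 of the 1714 intact but 1560 of the 3553 fractured thinned cells. Part of the rise is therefore a change in the mixture of clusters. Endothelial-like cells went from 1.26% (0.802 to 1.89) to 6.63% (5.46 to 7.95), with 224 and 223 left out and 1.96% and 6.86% unthinned. Within these cells, cluster 0 had 0.705% (0.353 to 1.26) of intact and 1.77% (1.05 to 2.78) of fractured cells in G2M and cluster 4 4.60% (2.40 to 7.89) and 14.9% (12.1 to 18.0), with 215, 215, 9 and 8 cells left out and 1.52%, 2.52%, 4.81% and 15.7% unthinned. Shares within a library cannot tell fewer endothelial cells from more mesenchymal cells.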

We postulate that this is not due to reduction of EC number, but due to a greater increase in MSC proliferation. 

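In MSCs2-like cells of fractured periosteum, *Ibsp* stood at 1281 CPM in Cre+ and 172 CPM in Cre- mice, a log2 ratio of 2.90 (2.87 to 2.93), and *Alpl* at 110.3 and 14.1 CPM, a log2 ratio of 2.96 (2.86 to 3.07). In intact periosteum the log2 ratios between Cre+ and Cre- were 0.30 (0.23 to 0.36) and -0.08 (-0.21 to 0.04), and that of *Ibsp* changed sign under 4 of the alternatives, to -2.71 at the farthest. These values depended on the clustering: MSCs2-like cells of the reduced clustering held *Ibsp* at 30.0 and 5.54 CPM (2.44, 2.29 to 2.59) and *Alpl* at 25.5 and 6.03 CPM (2.08, 1.93 to 2.23). In that clustering the *Ibsp*-rich cells lay in an unnamed cluster, its cluster 8, of 602 Cre+ and 131 Cre- fractured cells, at 11655 and 9331 CPM. Erythroid-like cells, which should lack *Ibsp*, held it at 65.8 CPM in the Cre+ and 2.30 CPM in the Cre- fractured library, so its background rose as well (4.84, 4.38 to 5.34), and *Alpl* at 13.5 and 0.402 CPM. The Cre+ level of *Ibsp* in MSCs2-like cells of the reduced clustering lies below that of erythroid-like cells and reads as background, so its ratio there says nothing about expression. The GRCm38 position of the phosphatase gene is that of *Alpl* (ENSMUSG00000028766) on chromosome 4 from 137741733 to 137796384.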

The MSCs2 cluster from the injured periosteum of NICD1-overexpressing animals (Cre^+^) exhibited significantly increased expression of *Ibsp* and *Alpl* compared with the injured Cre^–^ callus (Figure 3, C and D). 

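The median log2 ratio of Cre+ over Cre- fractured cells across *Ifit1*, *Isg15*, *Ifit3*, *Iigp1*, *Ifi203* and *Ifi27l2a* was 3.95 (3.89 to 4.00) in mesenchymal-like and 2.30 (2.22 to 2.39) in endothelial-like cells. Together the 6 genes made up 1059.5 CPM in Cre+ and 94.9 CPM in Cre- mesenchymal-like cells, and 1721 and 343 CPM in endothelial-like cells. Both medians lay above all of 10000 random lists of 6 genes matched on mean expression, as a description of these libraries. CPM averaged over cells moved the endothelial-like value most, to 1.94. Per gene, the log2 ratio in mesenchymal-like and in endothelial-like cells was 5.64 (5.50 to 5.77) and 3.53 (3.32 to 3.75) for *Ifit1*, 5.49 (5.34 to 5.64) and 3.81 (3.58 to 4.04) for *Ifit3*, and 3.53 and 1.76 for *Iigp1*. *Ifi203* had 1.82 and 1.67, and *Ifi27l2a* 2.01 and 1.85. Levels were also higher in Cre+ cells of classes outside these, with medians of 4.76 (4.34 to 5.11) in satellite-like cells and, among CD45+ cells of the same mice, 2.27 (1.85 to 2.63) in neutrophil-like cells, and in intact mesenchymal-like cells (4.09, 3.99 to 4.18). Erythroid-like cells, read as background, also had medians of 1.12 (0.87 to 1.72) in fractured and 2.49 (2.24 to 2.73) in intact periosteum; in the Cre+ fractured library they held 3.06 UMIs of the genes per cell, against 7.36 per satellite-like, 15.8 per endothelial-like and 41.4 per mesenchymal-like cell. In neutrophil-like cells the ratio holds a lower level after fracture in Cre- mice, where the genes went from 178 to 92.0 CPM together, a median log2 ratio of -1.60 (-1.81 to -1.39), as well as a higher one in Cre+ mice, from 165 to 208 CPM (0.94, 0.72 to 1.15). On GRCm38 the genes are *Ifit1* (ENSMUSG00000034459) on chromosome 19 from 34640871 to 34650009, *Isg15* (ENSMUSG00000035692) on chromosome 4 from 156199424 to 156200818, *Ifit3* (ENSMUSG00000074896) on chromosome 19 from 34583531 to 34588731, *Iigp1* (ENSMUSG00000054072) on chromosome 18 from 60376027 to 60392634, *Ifi203* (ENSMUSG00000039997) on chromosome 1 from 173920407 to 173942672 and *Ifi27l2a* (ENSMUSG00000079017) on chromosome 12 from 103442167 to 103443680.

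**Figure D2:**
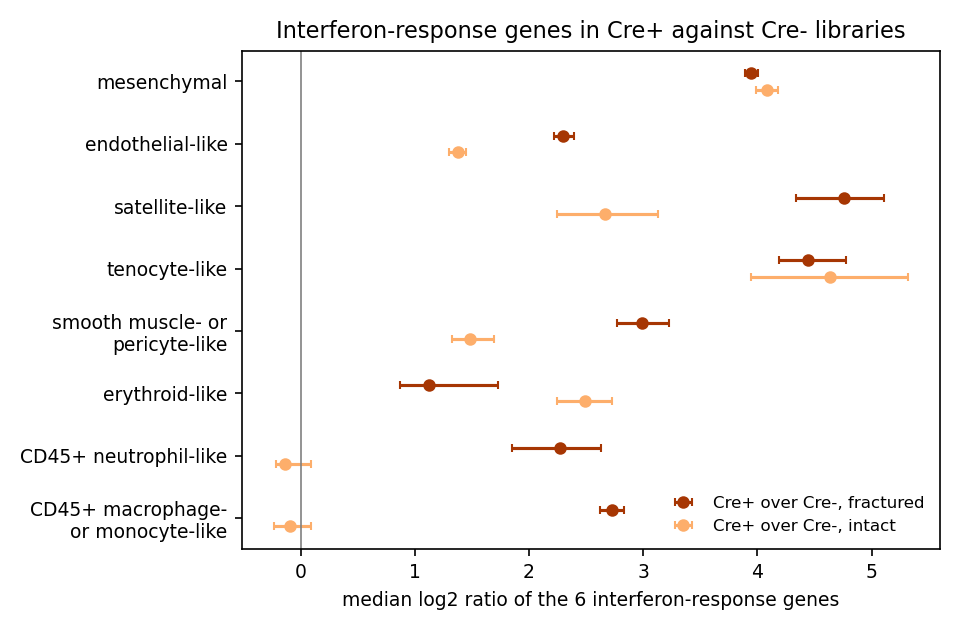
Median log2 ratio of the 6 interferon genes (horizontal axis) in each CD45- and CD45+ cell class (vertical axis), for Cre+ over Cre- fractured and Cre+ over Cre- intact cells, 1 library each. Lines are 95% intervals that cover counting error only; mesenchymal-like cells lie at 3.95 in fractured periosteum and CD45+ macrophage- or monocyte-like cells at 2.73.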

Overexpression of NICD1 in fractured samples led to increased expression of genes involved in IFN signaling (i.e., *Ifit1*, *Isg15*, *Ifit3*, *Iigp1*, *Ifi203*, and *Ifi27l2a*) in MSC and EC clusters (Figure 3, B–D).

Despite the high proliferative activity of mesenchymal populations at 3 dpf, CD45^+^ hematopoietic cells remained a dominant population (~88% CD45^+^ cells). RNA-seq analysis revealed the presence of primarily myeloid cells (neutrophils, macrophages, and dendritic cells), with a small proportion of lymphocytes (Supplemental Figure 4). 

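The 21637 CD45+ cells kept from the 4 libraries formed 16 clusters. Neutrophil-like cells, 4 clusters together, made up 55.6% (54.3 to 56.9) of the Cre- intact and 40.3% (38.9 to 41.6) of the Cre- fractured cells, and 3.85% (3.35 to 4.39) and 9.98% (9.16 to 10.9) were macrophage- or monocyte-like. Clusters 3 (led by *Fcnb*), 4 (led by *Inhba* and *Cenpf*) and 5 (led by *Slfn4*) held every neutrophil marker, but were left unnamed by a judgement on their leading genes and depth that was made after the clusters had been seen. Their shares in Cre- intact and Cre- fractured, then Cre+ intact and Cre+ fractured cells were 12.4%, 14.9%, 11.6% and 10.5% for cluster 3, 7.44%, 9.14%, 10.2% and 8.90% for cluster 4 and 7.30%, 4.96%, 9.62% and 9.87% for cluster 5. Cluster 8, led by *Itga1*, *F13a1* and *Ass1*, also stayed unnamed, although 5 of 10 macrophage or monocyte markers were detected in it. It held 271 Cre- intact and 250 Cre- fractured cells, so with it the macrophage- or monocyte-like share would rise by a smaller factor. Granulocyte progenitor-like cells made up 5.02% and 7.93%, and osteoclast-like cells 0.164% and 1.69%, of the Cre- intact and fractured cells. B-cell-like cells made up 0.347% and 0.402%, while an unnamed cluster 14 led by *Ifng*, *Gzma* and *Ccl5*, genes of T and NK cells, held 0.328% and 0.482%. No cluster met the rule for dendritic cells; cluster 10, led by *H2-Aa*, *H2-Eb1* and *H2-Ab1*, stayed unnamed.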

Neutrophils and macrophages expressed significantly higher levels of *Tnf* and *Il1b* upon fracture (Supplemental Figure 4C). However, overexpression of NICD1 in the αSMA-expressing cells resulted in a decrease in proinflammatory signals in CD45^+^ cells (*Il1b*, *Tnf*, and *Il6*) after bone injury, confirming interactions between MSCs and hematopoietic cells (Supplemental Figure 4D).

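In neutrophil-like Cre- cells, *Tnf* rose from 147 to 372 CPM with fracture, a log2 ratio of 1.34 (1.28 to 1.40), and *Il1b* from 1251 to 1662 CPM (0.41, 0.39 to 0.43). Macrophage- or monocyte-like cells went from 471 to 602 CPM of *Tnf* (0.36, 0.28 to 0.43) and from 500.2 to 2049 CPM of *Il1b* (2.03, 1.96 to 2.11). *Il1b* led 1 of the neutrophil-like clusters, so the class and not that cluster is compared. In the clusters left out of the class, *Tnf* had log2 ratios of -0.19 (-0.30 to -0.08) in cluster 3, 0.26 (0.11 to 0.40) in cluster 4 and 0.79 (0.31 to 1.27) in cluster 5; the median gene of cluster 3 itself lay at -0.11. Both cytokine genes are annotated on GRCm38, *Tnf* (ENSMUSG00000024401) on chromosome 17 from 35199381 to 35202007 and *Il1b* (ENSMUSG00000027398) on chromosome 2 from 129364570 to 129371139.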

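Over all CD45+ cells of fractured periosteum, *Il1b* stood at 637 CPM in Cre+ and 766 CPM in Cre- mice, a log2 ratio of -0.26 (-0.28 to -0.25). The values were 176 and 214 CPM for *Tnf* (-0.28, -0.31 to -0.25) and 17.6 and 29.1 CPM for *Il6* (-0.73, -0.82 to -0.63). CPM averaged over cells moved each value most, to -0.48, -0.64 and -1.01. In neutrophil-like cells the log2 ratio was -0.42 (-0.44 to -0.39) for *Il1b* and -0.84 (-0.90 to -0.78) for *Tnf*, while that of *Il6*, at 12 and 15 UMIs, was 0.05 (-1.18 to 1.24). Macrophage- or monocyte-like cells had ratios of -0.24 (-0.27 to -0.21), -0.20 (-0.25 to -0.15) and -1.04 (-1.21 to -0.88). The median gene over all CD45+ cells lay at 0.10 in the fractured comparison. In intact periosteum *Il1b* had a log2 ratio of 0.28 (0.26 to 0.30) and *Il6* of 0.46 (0.35 to 0.56) between Cre+ and Cre- CD45+ cells. On GRCm38 the annotation gives *Il6* (ENSMUSG00000025746) on chromosome 5 from 30013114 to 30019981. From the lower levels after NICD1 overexpression in αSMA-expressing cells, the paper concludes that MSCs and hematopoietic cells interact.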

### EC-derived DLL4 as a regulator of bone healing.

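Over the 4 CD45- libraries, endothelial-like cells held 82.2% (81.2 to 83.1) of all *Jag2* UMIs, at 104 CPM, and *Dll4* stood at 89.9 CPM in them. At 2000 UMIs per cell, 20.0% of endothelial-like cells had a *Jag2* UMI and 16.7% (15.7 to 17.7) a *Dll4* UMI (42.8% and 36.0% unthinned, 706 cells left out). Erythroid-like cells, which should lack both, had 0.0512% and 0.102% (3 left out), at a median depth before thinning of 68019 UMIs against 5233 in endothelial-like cells. *Jag1* UMIs lay to 68.8% in mesenchymal-like cells, which held 51.7% of the UMIs of all genes. Relative to depth *Jag1* stood in mesenchymal-like and endothelial-like cells at 46.7 (45.9 to 47.4) and 55.4 (53.3 to 57.5) CPM.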

We confirmed the expression of *Dll4* and *Jag2* in ECs, while *Jag1* was expressed in MSCs (Supplemental Figure 5). 

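*Dll1* had 4428 UMIs over the 4 CD45- libraries, 50.6% of them in satellite-like cells (44.7 CPM) and 40.1% in endothelial-like cells (35.0 CPM). At 2000 UMIs per cell, 7.12% of satellite-like (5.77 to 8.66) and 7.32% of endothelial-like cells (6.65 to 8.03) had a *Dll1* UMI (45.1% and 18.2% unthinned, 5 and 706 cells left out). None of 1952 thinned erythroid-like cells had one (1.53% unthinned), at the greater depth given for them, and the median depth of satellite-like cells was 30119 UMIs. *Dll3* had 36 UMIs in all CD45- cells together. GRCm38 lists *Dll1* (ENSMUSG00000014773) on chromosome 17 from 15367354 to 15376872 and *Dll3* (ENSMUSG00000003436) on chromosome 7 from 28293553 to 28302238.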

We did not detect expression of *Dll1* or *Dll3* in periosteal populations. 

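*Notch1* stood at 219.6 CPM in endothelial-like, 79.7 in smooth muscle- or pericyte-like, 46.5 in satellite-like, 25.3 in mesenchymal-like cells and 18.6 CPM in cluster 8, over the 4 CD45- libraries. At 2000 UMIs per cell, 36.4%, 13.4%, 12.4%, 4.69% and 4.46% of these cells had a *Notch1* UMI (66.5%, 54.8%, 66.3%, 37.2% and 24.7% unthinned). These *Notch1* values include the Cre+ libraries, whose mesenchymal-like cells held more *Notch1* than Cre- ones, as given above. The pooled mesenchymal-like level, and its place above cluster 8, therefore does not describe control cells alone. *Notch2* stood at 67.8 CPM in cluster 8, 31.1 in mesenchymal-like, 25.1 in satellite-like and 2.64 in endothelial-like cells, with 12.3%, 7.11%, 6.96% and 0.677% of thinned cells having a UMI (70.2%, 59.8%, 55.9% and 1.88% unthinned). Erythroid-like cells had 0.410% for *Notch1* and 2.46% for *Notch2*, so the *Notch2* share of endothelial-like cells lies below theirs. Whether erythroid-like cells express *Notch2* themselves was not tested. The comparison therefore cannot tell whether the low endothelial-like share is expression or background. Thinning left out 93 mesenchymal-like, 10 smooth muscle- or pericyte-like and 4 cluster 8 cells, of median depth 31837, 12445 and 20258 UMIs.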

*Notch1* showed strong expression in ECs, committed mesenchymal progenitors, CAR cells, satellite cells, and smooth muscle cells, while a low level of *Notch2* was present in all nonhematopoietic cells within the callus (Supplemental Figure 5). 

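*Hes1* had 57951 UMIs over the 4 CD45- libraries, against 23872 of *Notch1* and 22434 of *Jag1*, the next of the Notch ligands, receptors and targets counted. Schwann-like cells held it at 467 CPM, lymphatic endothelial-like cells at 388, endothelial-like cells at 233, chondrocyte-like cells at 212 and mesenchymal-like cells at 81.6 CPM. After thinning, 32.3% of endothelial-like and 13.5% of mesenchymal-like cells had a *Hes1* UMI (52.6% and 59.1% unthinned), compared with 1.28% of erythroid-like cells.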

*Hes1*, a downstream signaling gene of Notch, exhibited the highest expression in periosteal cells.

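Of 5021 *Dll4* UMIs in the 4 CD45- libraries, 90.8% (89.9 to 91.6) lay in endothelial-like cells. With called doublets left out the share moved most, to 92.5%. Lymphatic endothelial-like cells held *Dll4* at 33.9 CPM, smooth muscle- or pericyte-like cells at 11.6 CPM and mesenchymal-like cells at 0.517 CPM. At 2000 UMIs per cell, 2.65% (1.49 to 4.33) of smooth muscle- or pericyte-like and 0.0456% (0.0124 to 0.117) of mesenchymal-like cells had a *Dll4* UMI (10.6% and 1.32% unthinned), which in mesenchymal-like cells is at or below the share in erythroid-like cells and reads as background. Endothelial RNA as the source in smooth muscle- or pericyte-like cells was not tested. In all CD45+ cells together *Dll4* had 44 UMIs.

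**Figure D3:**
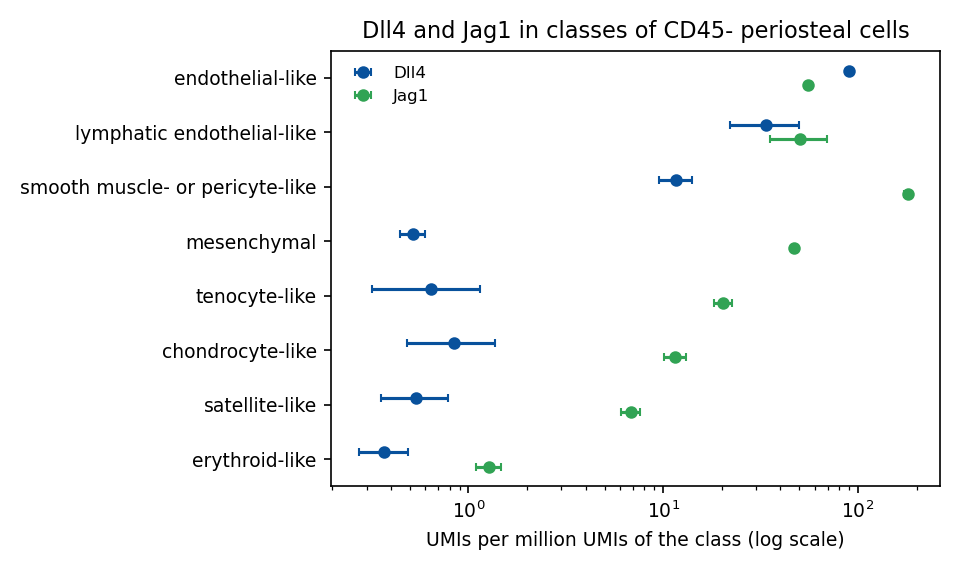
*Dll4* and *Jag1* CPM (horizontal axis) by CD45- cell class (vertical axis), summed over the 4 libraries. Points give the level and lines its 95% exact Poisson interval, which covers counting error only; *Jag1* in smooth muscle- or pericyte-like cells lies at 181 CPM and *Dll4* in endothelial-like cells at 89.9 CPM.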

The only population expressing *Dll4* was endothelial (Figure 4A), prompting us to pursue experiments disrupting *Dll4* (Dll4Δ) in ECs using Cdh5CreER. We performed a lineage tracing experiment of Cdh5 cells using Cdh5CreER/Ai9 (Supplemental Figure 7). We injected tamoxifen on the day of fracture. Cdh5/Ai9 cells are ECs positive for the CD31 endothelial marker (Supplemental Figure 7). Lineage tracing of fractured femurs revealed already-formed blood vessels with Cdh5Cre/Ai9-labeled ECs in the bone marrow and in the muscle surrounding the fracture (Supplemental Figure 6a′). Cdh5/Ai9 cells were present within the expanded periosteum at 3 dpf (Supplemental Figure 6a′′). We observed a lack of infiltrating blood vessels within the cartilaginous tissue on days 7 and 10 (Supplemental Figure 6, b′ and C), but abundant ECs were present within the mineralized callus (Supplemental Figure 6, D and E). At later time points of fracture healing, blood vessels surrounded the callus tissue and penetrated the remodeling callus (Supplemental Figure 6e′).

We evaluated fracture healing in young adult (10- to 12-week-old) mice lacking *Dll4* in ECs using Cdh5CreER. We induced Cre activity by intraperitoneal injection of tamoxifen (75 mg/kg) on 0, 2, and 4 dpf (Figure 4B). Real-time PCR confirmed efficient *Dll4* deletion in callus samples collected 7 dpf from male Cre^+^ mice compared with Cre^–^ mice (Figure 4C) and in lung tissue abundant in blood vessels (Figure 4D). This deletion of *Dll4* within ECs led to a decrease in expression of *Hes1* in the bulk calluses of Cre^+^ mice (Figure 4C). Notably, deletion of *Dll4* was less efficient in female mice (not statistically significant), and the *Hes1* and *Hey1* genes were not downregulated in female animals (Figure 4C).

Although Notch signaling is crucial for T lymphocyte differentiation (28), our inducible model of *Dll4* deletion with tamoxifen did not lead to differences in B220^+^ and CD3^+^, CD4^+^, and CD8^+^ proportions within the bone marrow of an intact bone at 5 dpf (Supplemental Figure 8, A and B). We observed differences in differentiating T cell populations (CD4^+^CD8^+^, CD4^+^, and CD8^+^ T cells) within the thymus, where deletion of *Dll4* decreased the proportion of CD4^+^ cells and increased CD8^+^ cells (Figure 4E).

We further evaluated the phenotype of the MSCs within the callus tissue at 5 dpf. With *Dll4* deletion within ECs, the proportion of nonhematopoietic (CD45^–^Ter119^–^) cells was significantly decreased (23.3% fewer CD45^–^Ter119^–^ cells, with 40.6% in Cre^+^ vs. 31.2% Cre^–^ animals; *P* < 0.01). The proportion of ECs (CD45^–^CD31^+^) within the groups was unchanged (4.30% ± 0.91% in Cre^+^ and 5.47% ± 1.11% in Cre^–^). The lack of DLL4 expression in CD45^–^CD31^+^ cells was confirmed by flow cytometry (Figure 4F). The MSC population (CD45^–^Ter119^–^CD31^–^) within the callus of Cre^+^ mice exhibited a significantly decreased proportion of Sca1^+^ cells (*P* < 0.05) and a lower proportion of CD90^+^ cells (*P* = 0.05) (Figure 4G). The Sca1^+^CD51^+^ population was also decreased in Cre^+^ animals compared with Cre^–^ littermate controls in the periosteal callus at 5 dpf (Supplemental Figure 8C).

We evaluated how the deletion of *Dll4* in ECs affects callus healing through histology, micro-computed tomography *(*microCT), and mechanical testing. Histological evaluation of femur fractures revealed a smaller callus area at 4, 7, and 14 dpf (Figure 5, A and B). The reduced callus area indicated lower proliferation under DLL4 deficiency, which was confirmed by a significant decrease in EdU^+^ cells within the callus area of Cre^+^ animals at 4 dpf (Figure 5C). However, at 7 dpf, Cre^+^ animals exhibited more EdU^+^ cells. Despite the increased proliferation later in the healing process, the callus area did not reach the size of their littermate control Cre^–^ animals, indicating a phenotype of delayed healing. We observed less cartilage area in Cre^+^ animals at 4 and 7 dpf (Figure 5, D and F), and significantly less mineralized tissue at 14 dpf (Figure 5, E and G). MicroCT analysis confirmed decreased bone mass within the callus at 14 dpf (Figure 5H). By day 21, there was no difference in bone mass and callus volume (Figure 5H), nor any difference in the biomechanical properties of the fractured femurs (Figure 5I). Although we observed decreased expression of *Bglap* in Cre^+^ mice within the callus at 7 dpf (Figure 5J), histological analysis of osteocalcin on 14 dpf did not show any difference in osteocalcin^+^ cells within the callus (Figure 5K).

Given the important role of DLL4 in vasculogenesis, we evaluated the presence of autocrine effects of *Dll4* deletion on EC number within the callus. We stained femur fracture sections at 7 and 14 dpf for the EC marker CD31 (Figure 5, L and M), which colabels Cdh5/Ai9 cells within the callus area (Supplemental Figure 7). We observed no difference in CD31^+^DAPI^+^ cells within the periosteal callus when comparing the Cre^–^ and Cre^+^ groups (Figure 5, L and M). Next, we evaluated the effects on the population of osteoprogenitors and determined a 43% decrease in osterix^+^ (Osx^+^) cells in the periosteal callus upon deletion of *Dll4* in ECs (33.4% in Cre^–^ compared with 19.1% in Cre^+^) (Figure 5, N and O).

As an important control, we also crossed the *Dll4*-floxed mice with αSMACreER to verify the EC-specific requirements for DLL4 in fracture healing. We evaluated the expression of *Dll4* in the fractured callus at 7 dpf upon tamoxifen treatment (at 0, 2, and 4 dpf) in both Cre^–^ and Cre^+^ animals. We observed no change in *Dll4* expression when *Dll4* was deleted under the αSMA promotor using αSMACreER/Dll4Δ mice (Supplemental Figure 9), and no effect on *Hes1* and *Hey1* expression, which is consistent with our scRNA-seq data showing the lack of *Dll4* expression in all mesenchymal clusters (Supplemental Figure 5).

### Notch ligands as a therapeutic approach for bone healing.

We used a clinically relevant critical size femoral defect model to examine the role of Notch signaling during bone healing. We utilized DLL4 and JAG1 alone or in combination with BMP2. Because *Jag1* is more broadly expressed within periosteal tissue (MSCs, muscle cells, preosteoblasts, and ECs) than *Dll4* (Supplemental Figure 5), we expected it to exhibit a stronger healing phenotype with JAG1 treatment. 

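Thinned to 2000 UMIs, 28.6% of smooth muscle- or pericyte-like, 13.1% of cluster 8, 9.03% of endothelial-like, 8.56% of mesenchymal-like, 1.39% of satellite-like and 0.855% of osteoblast-like cells had a *Jag1* UMI, against 0.205% of erythroid-like cells. Unthinned, the shares were 78.3%, 61.0%, 22.2%, 51.4%, 18.0% and 12.8%, and 5.68% of erythroid-like cells. Endothelial-like cells held 12.5% of all *Jag1* UMIs, and 0 osteoblast-like cells were left out by thinning.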

JAG1 (6 μg) alone was not sufficient to induce bone bridging of a 2 mm defect within 9 weeks of healing. However, when combined with 5 μg of BMP2, JAG1 significantly increased bone volume within the defect area compared with BMP2 treatment alone (Figure 6). Similarly to JAG1, DLL4 treatment (5 μg) alone did not result in bridging of a defect. However, when combined with BMP2, bridging of the defect was achieved. The cortical bone morphology within the defect resembled physiological appearance more than with BMP2 treatment alone.

## Discussion

An analysis of periosteal cells from intact and fractured bones during early fracture healing using scRNA-seq confirmed an increase in early mesenchymal stem/progenitor cells (MSCs1 and MSCs2) and their transition into mature skeletal lineages, including chondrocytes and osteoblasts. The MSCs1 population, characterized by low proliferative potential and inhibition of genes involved in the cell cycle, exhibited an increased proportion of replicating cells in the G_2_M phase following fracture. A trajectory analysis revealed the transition of MSCs1 into MSCs2 with the dramatic changes of the MSCs1 population expressing *Clec3b*, a marker of early stem/progenitor cells, transitioning into a highly proliferative MSCs2 population characterized by the expression of *Acta2*. 

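The principal components of the reduced clustering left out the genes compared next. In its MSCs1-like cells, *Clec3b* went from 1032 to 231 CPM between Cre- intact and Cre- fractured periosteum, a log2 ratio of -2.16 (-2.20 to -2.11). *Acta2* went from 25.3 to 103 CPM (2.03, 1.82 to 2.25) and *Postn*, which encodes periostin, from 1762 to 3035 CPM (0.79, 0.76 to 0.81). Over all mesenchymal-like cells the log2 ratio of *Clec3b* was -2.29 (-2.33 to -2.24) and that of *Postn* 0.59 (0.57 to 0.60). GRCm38 places *Clec3b* (ENSMUSG00000025784) on chromosome 9 from 123150946 to 123157432 and *Postn* (ENSMUSG00000027750) on chromosome 3 from 54361109 to 54391037.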

Following fracture, the MSCs1 population expanded, showing a decrease in *Clec3b* expression and an increase in the expression of periosteal progenitor markers such as *Acta2*, periostin, and *Cxcl12*. A similar transition from *Clec3b*-expressing early mesenchymal progenitor cells to a population expressing *Postn*, indicative of a more mature state, has been observed in bone marrow MSC lineages (29). The expression of chemokines (*Cxcl1* and *Cxcl5*) within MSCs was increased upon fracture, which facilitates the mobilization of macrophages and neutrophils to the fracture site (30). Additionally, we observed an increase in the inflammatory mediator *Ptx3*, a pattern recognition molecule with a role in matrix remodeling. 

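*Cxcl1* went from 105 to 277 CPM and *Cxcl5* from 189.6 to 472 CPM over all mesenchymal-like Cre- cells, with a log2 ratio of 1.40 (1.34 to 1.45) for *Cxcl1*. In the Cre+ pair of libraries the log2 ratios were 0.09 (0.05 to 0.13) and 4.66 (4.54 to 4.77), and that of *Cxcl1* became -0.10 with the libraries merged without integration.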

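*Ptx3* stood at 101 CPM in Cre- intact and 286 CPM in Cre- fractured mesenchymal-like cells, and in the Cre+ pair its log2 ratio was 2.36 (2.30 to 2.43).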

Research indicates that fracture healing in *Ptx3*-knockout mice is partially impaired due to reduced osteoblast function (31).

We extend our previous work on Notch signaling in fracture healing, in which we demonstrated that Notch signaling promotes bone healing. We reported that efficiency of αSMACreER is approximately 50%–60% (32, 33), and we were able to induce overexpression of NICD1 using the same promotor (22). In this study, we aimed to identify novel regulatory pathways through which Notch ligands and signaling via NICD1 impact healing. We confirmed increased induction of osteogenesis in fractured samples with NICD1 overexpression in αSMA^+^ osteoprogenitor cells and observed decreased expression of proinflammatory genes (*Tnf* and *Il6*) 3 days after the fracture. These results are consistent with previously published data showing that systemically impaired canonical Notch signaling during fracture healing leads to impaired healing, characterized by increased neutrophil infiltration in the callus area and elevated *Tnf* and *Il1b* expression (34). Although the initial inflammatory response is important to begin the healing process, achieving physiological healing requires a delicate balance between pro- and antiinflammatory signals (35, 36). Our data indicate that an earlier decrease in proinflammatory signals during bone regeneration might be beneficial for the healing process (Supplemental Figure 4D). Interestingly, the increase in NICD1 in MSCs not only affected proinflammatory cytokines, but also resulted in the induction of multiple IFN pathway molecules, such as *Isg15*, *Ifit1*, *Ifit3*, *Iigp1*, *Ifi203*, and *Ifi27l2a*, in MSCs and ECs within the callus. *Isg15* was the most significantly increased gene in the MSCs1 cluster within the fractured NICD1 sample. 

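*Isg15* stood at 592 CPM in Cre+ and 15.8 CPM in Cre- fractured MSCs1-like cells, a log2 ratio of 5.23 (5.11 to 5.34). By the size of the log2 ratio among genes with at least 100 UMIs in the higher library, the largest rises were those of *Ccl5*, *Ifi206*, *Tmc5*, *Rsad2* and *Ifit3b*. *Ifit1* had a log2 ratio of 5.73 (5.55 to 5.92) and *Ifit3* of 5.87 (5.66 to 6.08).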

Studies have shown that *Isg15* deficiency leads to decreased trabecular bone volume, as well as a reduced bone formation rate, femoral cortical bone thickness, and biomechanical properties (37). Notch activation in helper T cells can regulate *Ifng* expression at the *Ifng* CNS-22 enhancer (38). Furthermore, the presence of IFN-γ at the fracture site can induce IFN downstream signaling genes within ECs and MSCs in the fracture.

We next sought to understand the specific role of Notch ligands during bone healing. Notch receptors and ligands are expressed throughout all stages of bone healing (15). We observed that *Dll4* and *Jag2* are the only Notch ligands expressed by ECs, with *Dll4* expression being restricted to ECs. Notably, global *Dll4* knockout results in embryonic lethality due to improper blood vessel formation, and *Dll4^–/–^* embryos show abnormal accumulation of ECs in the apical portion of intersomitic vessels (39).

The periosteum, a highly vascularized tissue, is required for normal bone healing. However, a signaling role for blood vessel ECs in fracture healing has never been demonstrated to our knowledge. Thus, we investigated the EC-specific role of DLL4 using Cdh5CreER mice. We selected Tg(Cdh5Cre/ER)^1Rha^ for its specificity in targeting ECs (40) and lack of Cre expression in hematopoietic cells or other non-endothelial tissue (41). We deleted *Dll4* in both EC (Cdh5CreER) and MSC (αSMACreER) lineages. As expected, deletion of *Dll4* in MSCs did not lead to a decrease in total *Dll4* within the callus tissue, as *Dll4* is not expressed in mesenchymal populations. *Dll4* deletion in ECs using Cdh5CreER mice showed a lack of *Dll4* expression in the callus and lungs, accompanied by a significant decrease in expression of a Notch downstream signaling gene (*Hes1*) in the callus of male animals. The lack of *Dll4* decreased the proportion of early SSPCs, resulting in a lower proportion of Sca1^+^ cells and a tendency to decrease CD90^+^ cells as well. Additionally, Sca1^+^CD51^+^ cells were significantly reduced with the deletion of *Dll4* compared with the Cre^–^ control. Studies have shown that Notch signaling affects periosteal progenitors in the healing process (22, 42). Inhibiting Notch1 with an antibody decreased the proportion of αSMA lineage–traced osteoprogenitors. By contrast, NICD1 overexpression in osteoprogenitors increased αSMA lineage–traced osteoprogenitors and mature osteocalcin^+^ osteoblasts within the fracture, as well as increased the presence of CD51^+^ and CD34^hi^ cells and Sca1^+^CD51^+^ cells in a periosteal scratch injury (22, 42). This early activation of Notch signaling in bone regeneration has been shown to induce proliferation and differentiation of early osteoprogenitor cells, which has a beneficial effect on bone regeneration (22, 43, 44).

Besides its role in fracture healing, Notch signaling activation is crucial for T cell differentiation. The decision of common lymphoid progenitors to differentiate into T or B cells is based on Notch signaling, which induces T-lineage commitment within the thymus. Thymic epithelial cells abundantly express Notch ligands and coordinate T cell differentiation (45). When *Dll4* is deleted in thymic epithelial cells, decreased Notch signaling has been observed within the thymus, leading to the accumulation of CD4^–^CD8^–^ double-negative cells and aberrant B cell accumulation within the thymus (46). Our data showed that deletion of *Dll4* in ECs did not influence the proportion of T and B cells within the bone marrow. However, the lack of DLL4 led to a small but significant decrease in CD4^+^ cells and an increase in the proportion of CD8^+^ cells within the thymus. The impact of different T cell populations on fracture healing needs to be further determined and will be the focus of our future research.

Studies have demonstrated the importance of endothelial Notch signaling in coupling vasculogenesis and osteogenesis. Deletion of Rbpjκ results in decreased CD31^hi^Emcn^hi^ vessels, leading to decreased bone size (47). Deletion of *Dll4* in ECs recapitulated this phenotype, resulting in decreased bone size, less trabecular bone, accumulation of Osx^+^ cells, and a reduction in Runx2^+^ early osteoprogenitors (47). In our study targeting *Dll4* deletion in ECs during early fracture healing, we did not observe an effect on the number of ECs within the callus. However, the lack of *Dll4* led to a significant decrease in periosteal SSPC proliferation, resulting in smaller callus tissue, likely due to a decrease in mesenchymal progenitor expansion (fewer Sca1^+^, CD90^+^, and Osx^+^ cells). The smaller callus size was accompanied by less bony callus on day 14 in Cre^+^ animals. However, by day 21, the differences in bone volume and bone mass did not persist, and there were no differences in the biomechanical properties of the fractured bone. This result indicates that DLL4 is an important mediator involved in early bone healing, with potential compensation later in the healing process from other ligands, such as JAG1, which is expressed in different MSCs and smooth muscle cells in callus tissue. Indeed, a study found that JAG1 expression in MSCs is required for intramembranous bone formation in a marrow ablation model (23). Our data indicate that fracture healing is delayed with *Dll4* deletion in ECs.

Interestingly, we did not observe significant deletion of *Dll4* in Cdh5CreER/DllΔ female mice. We previously reported lower efficiency of Cre recombination in female animals using the αSMA promoter (22, 23, 48). Sex differences and/or decreased targeted gene expression in females could lead to inefficient Cre recombination (23). Potentially, increasing the tamoxifen dose could be one solution to increase Cre recombination; however, research has shown that higher doses of tamoxifen are toxic (49, 50).

We determined the potential therapeutical effects of Notch ligands during critical femoral defect healing. Critical size bone defects do not heal spontaneously without additional interventions, such as treatment with BMP2, BMP7, and PDGF. A high dose must be used to achieve osteogenesis but can result in significant side effects. Although soluble Notch ligands can act as a Notch signaling antagonists (51), when they are on the cell surface, bound to a tissue culture plate or scaffold, they have the ability to act as agonists and activate Notch signaling (23, 44, 52, 53). Studies have shown that a bone-targeting, high-affinity version of the soluble ligand DLL4 can induce significant bone formation in male mice (52). DLL4 actions on critical size bone defect healing have not been studied thus far. When we applied DLL4 or JAG1 alone on the scaffold to affect critical size femoral defect healing, bone formation was not sufficient to bridge the defect gap. We showed that DLL4 can complement BMP2-induced osteogenesis and bridge the gap of a defect. We also tested whether JAG1, as a ligand expressed in MSCs and smooth muscle cells, would have a better bridging effect since more cells express it. JAG1 applied in combination with BMP2 bridged the defect and significantly increased bone volume in the defect compared with BMP2-only treatment. Previous studies have demonstrated the benefits of applying recombinant JAG1 to the scaffold in intramembranous healing of rat calvarial defects, where JAG1 treatment can lead to more physiological healing without bone overproduction, as observed with BMP2 (23).

The dose of BMP2 that we used was chosen because it is a more moderate level than that often used in comparable studies and was chosen so that we would still be able to see the coincident impact of BMP2 and Notch ligand delivery. Although the combined impact of dual factor delivery is “mild,” the fact of the matter is that the co-delivery of BMP2 and JAG1 increases bone formation more than 50% than BMP2 alone. From a clinical perspective, if doses of BMP2 can be reduced in humans, through the coactivation of Notch signaling, then this could provide an approach for faster and more robust healing without the deleterious impacts of supraphysiological bone formation. Our data show that there is no bone outgrow and no ectopic bone formation, which at this level seems better than what clinical cases are showing.

We confirmed the importance of Notch signaling in osteoprogenitors, which led to distinct transcriptional changes in SSPCs and their lineages, as well as hematopoietic cells during the healing process. Deleting *Dll4* in ECs impaired the healing process, suggesting that early Notch signaling through endothelial *Dll4* expression is required for proper healing initiation (resulting in a larger callus with more cartilage) and potentially osteoprogenitor differentiation (increased *Osx* in Cre^–^ animals) in the fracture healing process. Additionally, combining BMP2 with the Notch ligand DLL4 or JAG1 showed potential therapeutical benefits, resulting in improved bridging of critical size femoral defects with activation of Notch signaling.

## Methods

### Sex as a biological variable.

All the experiments were conducted on male animals and some experiments were performed in males and females, as reported in the main text.

### Mice.

The following mouse lines were used: αSMACreER (2), Cdh5CreER (sourced from Guo-Hua Fong, UConn Health) (40), Ai9 (JAX, 007909), *Gt(ROSA)26Sor^tm1(Notch1)Dam/J^* (JAX, 008159), and DLL4^flox^ (sourced from Ivan Maillard, University of Pennsylvania) (54). The scRNA-seq analysis utilized 4-month-old mice, whereas the critical size femoral defects were performed in adult 3.5- to 7-month-old mice. The mice were group-housed in ventilated cages within our animal facility and kept at 22°C (±1°C) with 50% relative humidity, a 12-hour light/dark cycle, and ad libitum access to water and food (Teklad T.2918.15, Envigo). Cdh5CreER were kept on breeding diet (Teklad T.2919.10, Envigo). For inducible Cre activation, animals received intraperitoneal injections of 75 mg/kg of tamoxifen as outlined in the experimental design. Cre^+^ and Cre^–^ littermate control mice were injected to control for the effect of tamoxifen on the bone phenotype.

### Genotyping.

DNA was extracted from tail tissue biopsies and Cre and NICD1 genotyping was performed as previously described (22, 55). Genotyping for *Dll4* was performed using 5′-GTGCTGGGACTGTAGCCACT-3′ forward and 5′-TGTTAGGGATGTCGCTCTCC-3′ reverse primer (54).

### Fracture model.

Fractures were performed in αSMACreER/NICD1 and Cdh5CreER/Dll4Δ Cre^+^ and their littermate control Cre^–^ mice. Transversal femoral fractures were made using previously described methods (22). To confirm fracture placement and the healing process, x-ray (Parameter 2D, Kubtec) was used. Destabilized fracture evidenced by pin displacement, absence of a fracture callus by day 14, multifracture, and loss of movement of the limb were exclusion criteria. Buprenorphine HCl (0.08 mg/kg, Reckitt Benckiser Pharmaceuticals) was administrated as analgesia subcutaneously every 10–12 hours for 48 hours following the time of fracture.

### scRNA-seq.

scRNA-seq was performed using intact and fractured periosteal cells (3 dpf) from αSMACre^+^/NICD1 and Cre^–^/NICD1 mice. To induce NICD1 overexpression, Cre^–^ and Cre^+^ mice were injected with tamoxifen (75 mg/kg) on the day of fracture and 2 dpf (or if intact, 3 and 1 day before sacrificing animals). Three animals from each group were sacrificed, and periosteum (intact) or periosteal callus (fractured) samples were pooled and digested as previously described (22, 55) using Collagenase P (Roche) and hyaluronidase (Sigma-Aldrich) for 1 hour at 37°C with shaking. Live MSCs (CD45^–^) and hematopoietic cells (CD45^+^) were sorted, and scRNA-seq was performed (10× Genomics). Periosteal cells were digested and stained for CD45 and Ter119 (see Supplemental Table 2), and with propidium iodide to exclude dead cells. CD45^–^Ter119^–^ and CD45^+^Ter119^+^ cells were sorted (BD FACSymphony S6 Cell Sorter) and 12,000 live cells were loaded into a 10× Chromium X controller with approximately 10,000 cells barcoded for scRNA-seq using a 10× Genomics Chromium Single Cell 3′ Kit (v3.1 NEXTGEM, CG000315). Libraries were sequenced on a NovaSeq 6000 S4 flow cell (200 cycle v1.5, Illumina), with an average sequencing depth of 100,000 reads per cell for CD45^–^ and 50,000 reads per cell for CD45^+^. For FASTQ generation and alignment, Illumina basecall files were converted to FASTQs using bcl2fastq v2.20.0.422 (Illumina) and FASTQ files associated with the gene expression libraries were aligned to the mm10 genome using the Cell Ranger count pipeline (v6.1.2; 10× Genomics). Data analysis was performed in Rstudio using the Seurat package (v4.3.0; https://satijalab.org/seurat/articles/get_started.html), where the functions FindIntegrationAnchors and IntegrateData were used to integrate data. Principal component analysis was performed, and clusters were identified using 40 principal components at a resolution of 0.25 for CD45^–^ cells and 0.4 for CD45^+^ cells. The cell clusters were visualized using uniform manifold approximation and projection (UMAP) plots. Cell-type clusters were determined based on cluster-specific marker genes.

### Gene expression analysis.

To determine Cre efficiency in deleting *Dll4*, we used real-time PCR to measure *Dll4* gene expression from callus samples at 7 dpf. RNA was isolated using TRIzol reagent (Thermo Fisher Scientific), as we described previously (56), purified from DNA by DNase treatment (Invitrogen), followed by synthesis of 1 μg of RNA into cDNA by ImProm II (Promega). TaqMan probes for *Dll4* (Mm04238539_m1), *Hes1* (Mm01342805_m1), *Hey1* (Mm00468865_m1), *Bglap* (Mm03413826_mH), and *Gapdh* (Mm99999915_g1) with TaqMan Universal Mastermix (Thermo Fisher Scientific) were used for analyzing gene expression. Data were normalized to the *Gapdh* housekeeping gene, calculated using 2^–ΔΔCt^, and presented as fold change in the Cre^+^ compared with the Cre^–^ group.

### Critical size femoral defects.

C57BL/6J animals aged 3.5–7 months were used to evaluate critical size femoral healing (2 mm) using an established protocol and commercially available external fixation (MouseExFix, RISystem AG) (48). DLL4 (5 μg, R&D Systems), JAG1 (6 μg, R&D Systems), or their combination with BMP2 (5 μg) was applied on an absorbable collagen sponge as a scaffold (Medtronic) cut to size (3 × 4 × 4 mm) onto which growth factors were loaded in a 7 μL volume. Male mice were used, as their larger femur size allows for the defect and appliance placement. Medicated water (1.5–4.5 mg/mouse/day sulfamethoxazole/trimethoprim; Aurobindo Pharma USA, Inc.) was given to animals undergoing surgery (2 days before and 2 weeks after) to prevent infection.

### Flow cytometry.

Callus and bone marrow cells were collected and digested as described previously (22). Thymocytes were collected by teasing apart the thymus between the frosted ends of 2 microscope slides. Samples were incubated with the mixture of antibodies for 30 minutes on ice, washed, and DAPI was added before sample acquisition to evaluate only live cells. Cell acquisition was performed using an LSR II (BD Biosciences), and cell analysis was conducted using Diva 8 software. Unstained samples, single-stain controls, and fluorescence-minus-one controls were used for setting gates. A list of antibodies is provided in Supplemental Table 2.

### Histology.

Fractured femurs were fixed in 4% paraformaldehyde (PFA) for 3 days at 4°C, followed by overnight incubation in 30% sucrose/PBS. Pins were removed and fractured femurs were embedded in cryomatrix (Thermo Fisher Scientific). Sections (7 μm thick) were cut using a tape transfer system (Section-lab). We evaluated proliferation by EdU incorporation (Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit, Molecular Probes), callus area, and cartilage area within the callus by Safranin O. Mineralization was determined by von Kossa staining, and CD31 staining as previously described (22, 57).

Two sections per sample were collected from the middle of a fracture or bone sample after critical size defects, stained, and scanned using an Axioscan 7 microscope (Zeiss). For automated cell counting, we used ImageJ (NIH) as previously published (48).

### MicroCT and mechanical testing.

After fractured femurs were collected for microCT and torsion testing at 3 weeks after fracture, they were dissected, soaked in PBS, wrapped in gauze, and stored at –20°C until analysis. Two weeks after fracture when samples were collected for microCT and histology, femurs were fixed in 4% PFA for 3 days and transferred to PBS for microCT. After microCT scans were performed, samples were incubated in 30% sucrose and evaluated by histology as described above. For microCT, a μCT50 (Scanco Medical AG) with a voxel size of 16 μm, 55 kV, and intensity of 145 μA was used to analyze 200 sections from the middle of the fracture. To determine the biomechanical properties of the fractured bone, we performed torsion testing using an Electroforce (ELF) 3220 Series III (TA Instruments) mechanical testing machine with axial and rotational actuators and a 225N/6.64 Nm load/torque cell, with a data acquisition rate of 10 Hz and 1 degree/s torsion, as described previously (22).

Femoral defects were analyzed by microCT (μCT50), and bone healing ability was evaluated 9 weeks after defect surgery. We scanned defects with a 16 μm voxel size, at 55 kV, 145 μA, and 500 ms integration time, and bone volume was determined within the defect. Segmentation of bone was performed using a constrained Gaussian filter to reduce noise, applying a standardized threshold of 220 (per 1000).

### Statistics.

All data are presented as mean value ± standard error of the mean (SEM). To perform statistical analysis, GraphPad Prism 10 software was used. An unpaired, 2-tailed Student’s *t* test was performed to determine differences between 2 groups, with *P* less than 0.05 set as the threshold for statistical significance between the tested groups. When multiple groups were analyzed, 1-way ANOVA was used, followed by Bonferroni’s post hoc test. The number of bone samples included in study is listed in the figure legends. Samples were only pooled for scRNA-seq analysis.

### Study approval.

All animal procedures were approved by the UConn Health Institutional Animal Care and Use Committee and performed in a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care.

### Availability of data, materials, and methods.

All supporting data are provided in the Supporting Data Values file or will be provided by the corresponding author upon request. The processed scRNA-seq files and associated metadata have been deposited in the NCBI Gene Expression Omnibus (GEO) database (GSE260749).

## Author contributions

IK, SN, and HT performed experiments, data acquisition, analysis, interpretation of data, and wrote the manuscript. SHR, VS, TAS, and KDH performed experiments and data analysis. IK and SN conceived and designed the study. IK and KDH acquired funding. All authors reviewed and approved the final manuscript and agreed to be accountable for all aspects of the work.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
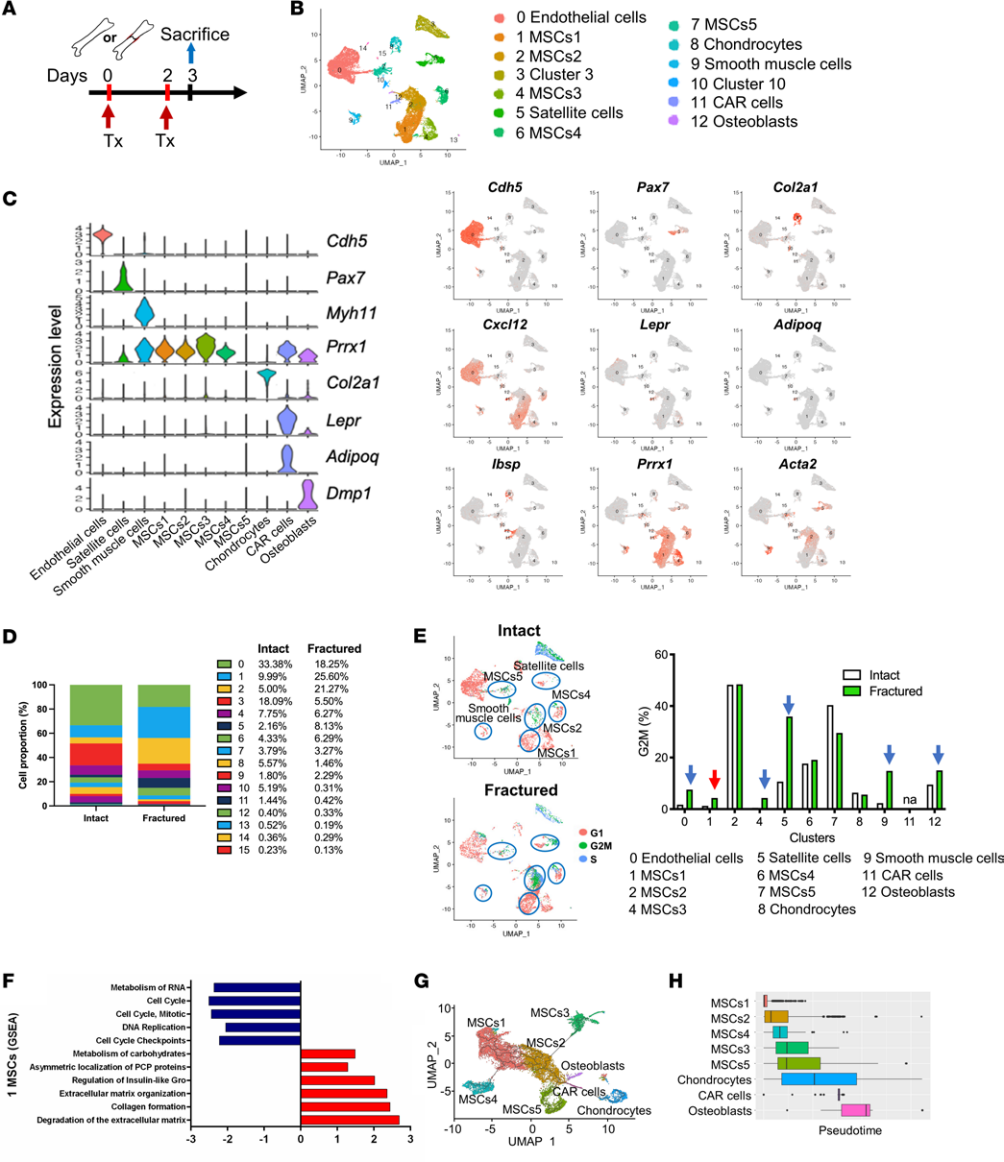
Transcriptional profiling of periosteal nonhematopoietic cells from intact and fractured bones. (**A**) Experimental design for mouse treatment aimed at collecting samples for scRNA-seq. Femur fractures were induced in SMACre^–^ER/NICD1 and SMACre^+^ER/NICD1 male mice. To induce overexpression of NICD1, animals were treated with tamoxifen (Tx) on the day of fracture and 2 dpf. Femur samples of intact or injured periosteum were collected, digested, and cells were sorted for CD45^–^ and CD45^+^. Subsequently, scRNA-seq was performed. (**B**) Clusters of periosteal CD45^–^ cell populations with (**C**) violin and feature plots presenting characteristic conserved gene expression for each cluster from integrated intact and fractured Cre^–^ and Cre^+^ samples are shown. (**D**) Proportion of cells within the control intact and fractured sample of each cluster. (**E**) Periosteal cells from Cre^–^ intact and fractured samples were analyzed for cell cycle phases and cell proportion in the G_2_M phase. (**F**) GSEA indicates that MSCs1 is a stem/progenitor cell population within the periosteum and (**G**) Monocle3 trajectory analysis (https://cole-trapnell-lab.github.io/monocle-release/) shows cell differentiation from the MSCs1 cluster to mature chondrocytes and osteoblasts from integrated intact and fractured Cre^–^ and Cre^+^ samples and (**H**) trajectory of the clusters in pseudotime.

**Figure 2:**
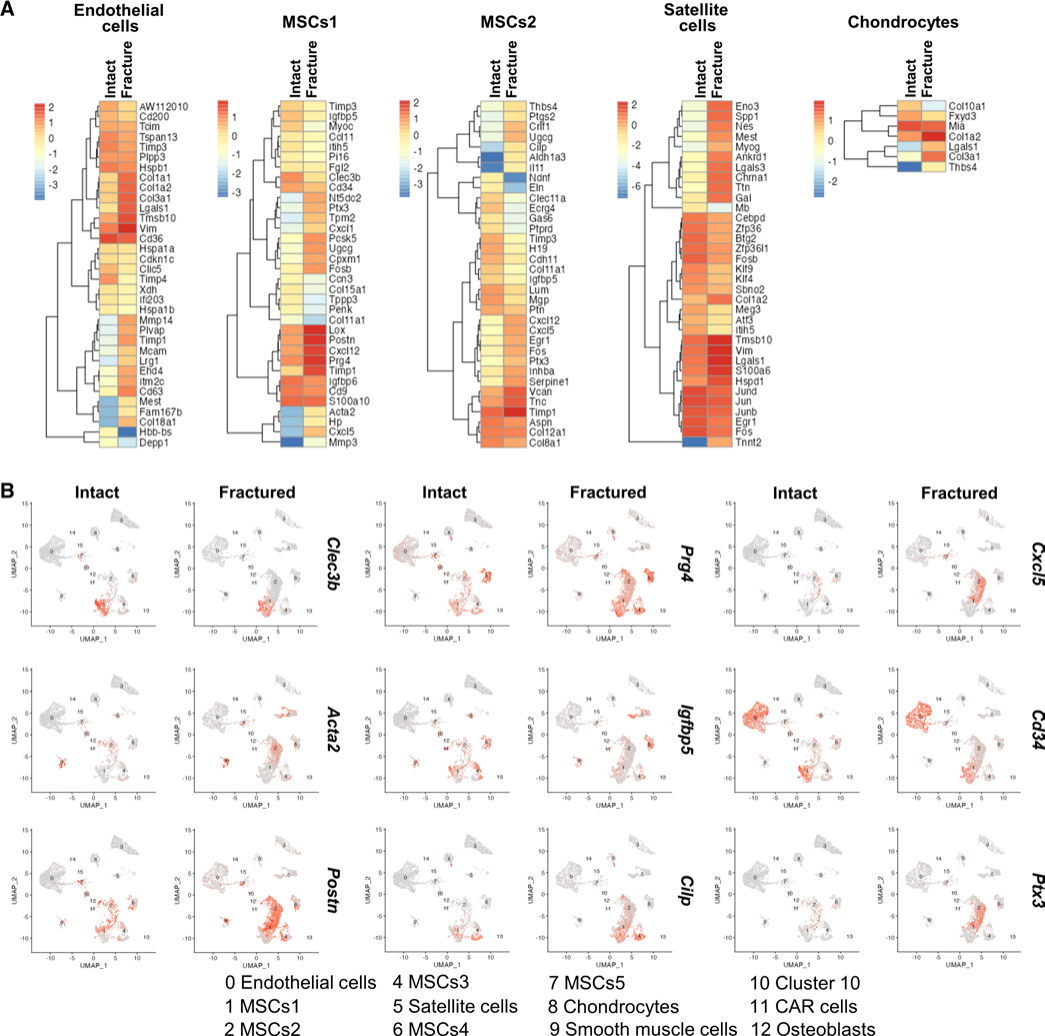
Periosteal cells from intact and fractured bones have distinct transcriptional profiles. (**A**) Heatmaps of EC, MSCs1, MSCs2, satellite cell, and chondrocyte clusters showing differentially expressed genes with significantly increased or decreased expression of Cre^–^ control fractured compared with intact samples. Color intensity represents the mean gene expression of all cells within the cluster. (**B**) Feature plots of the specific genes identified in **A** that were found to be significantly increased in periosteal cells upon fracture compared with intact samples.

**Figure 3:**
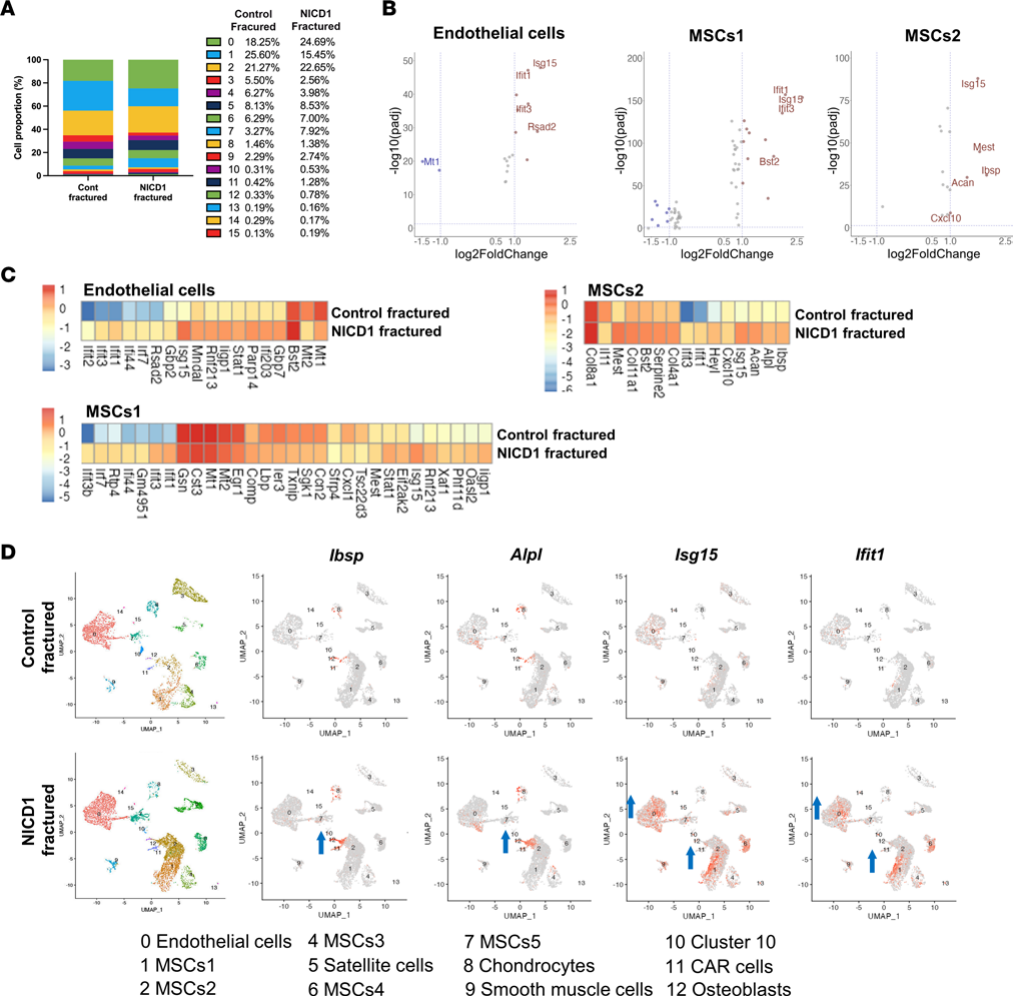
Overexpression of NICD1, during fracture healing, induces osteogenic and IFN signaling gene expression. (**A**) Proportion of cells within each cluster in control Cre^–^ and Cre^+^ αSMACreER/NICD1 fractured samples. (**B**) Volcano plots showing differentially expressed genes in NICD1 fractured periosteal samples compared to NICD1 intact samples of EC, MSCs1, and MSCs2 clusters. (**C**) Heatmaps with the complete list of differentially expressed genes. Color intensity represents the mean gene expression of all cells within the cluster. (**D**) Feature plots of αSMACreER/NICD1 fractured Cre^–^ and Cre^+^ samples showing increased osteogenic genes (*Ibsp*, *Alpl*) and IFN signaling genes (*Isg15*, *Ifit1*).

**Figure 4:**
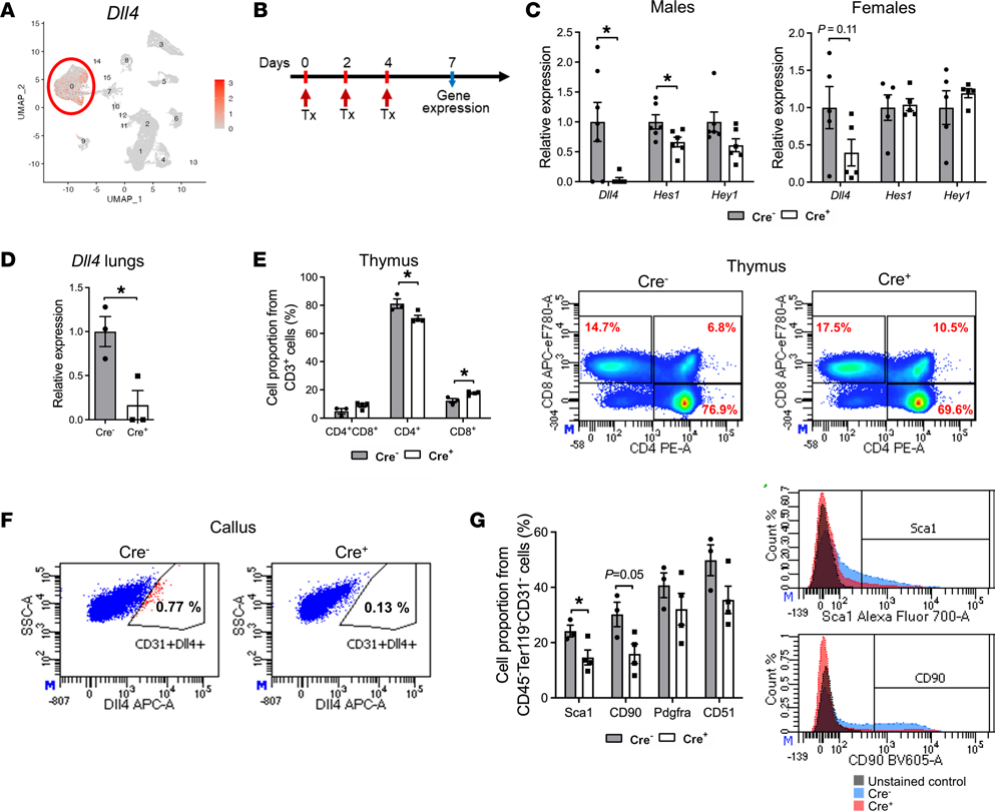
Notch signaling in fracture healing. (**A**) Feature plot of *Dll4* expression within periosteal cells. (**B**) Experimental design of recombination efficiency evaluation by determining mRNA expression of *Dll4* and Notch downstream signaling genes (*Hes1* and *Hey1*) in male and female mice. To induce recombination, tamoxifen (Tx) was injected at 0, 2, and 4 dpf, and gene expression was evaluated at 7 dpf. *Dll4* was successfully deleted in male mice, with decreased expression of *Hes1* and *Hey1* in the Cre^+^ callus (**C**) and lungs (**D**). Males: Cre^–^ *n* = 6, Cre^+^ *n* = 6; females: Cre^–^ *n* = 5, Cre^+^ *n* = 5. (**E**) Proportion of thymocyte subpopulations in the thymus, where deletion of *Dll4* in ECs on day 5 after the first tamoxifen injection induced a small decrease in CD4^+^ cells and an increase in CD8^+^ cells, with representative dot plots. (**F**) Flow cytometry analysis showing dot plots of CD31^+^ cells within the callus at 5 dpf expressing DLL4. (**G**) Proportion of callus cells expressing Sca1, CD90, PDGFRα, and CD51 at 5 dpf, with representative overlaid histograms of Sca1 and CD90 cell expression (unstained control, Cre^–^ and Cre^+^ sample). In **E**–**G**, Cre^–^ *n* = 3, Cre^+^ *n* = 4. Unpaired, 2-tailed Student’s *t* test. *P < 0.05.

**Figure 5:**
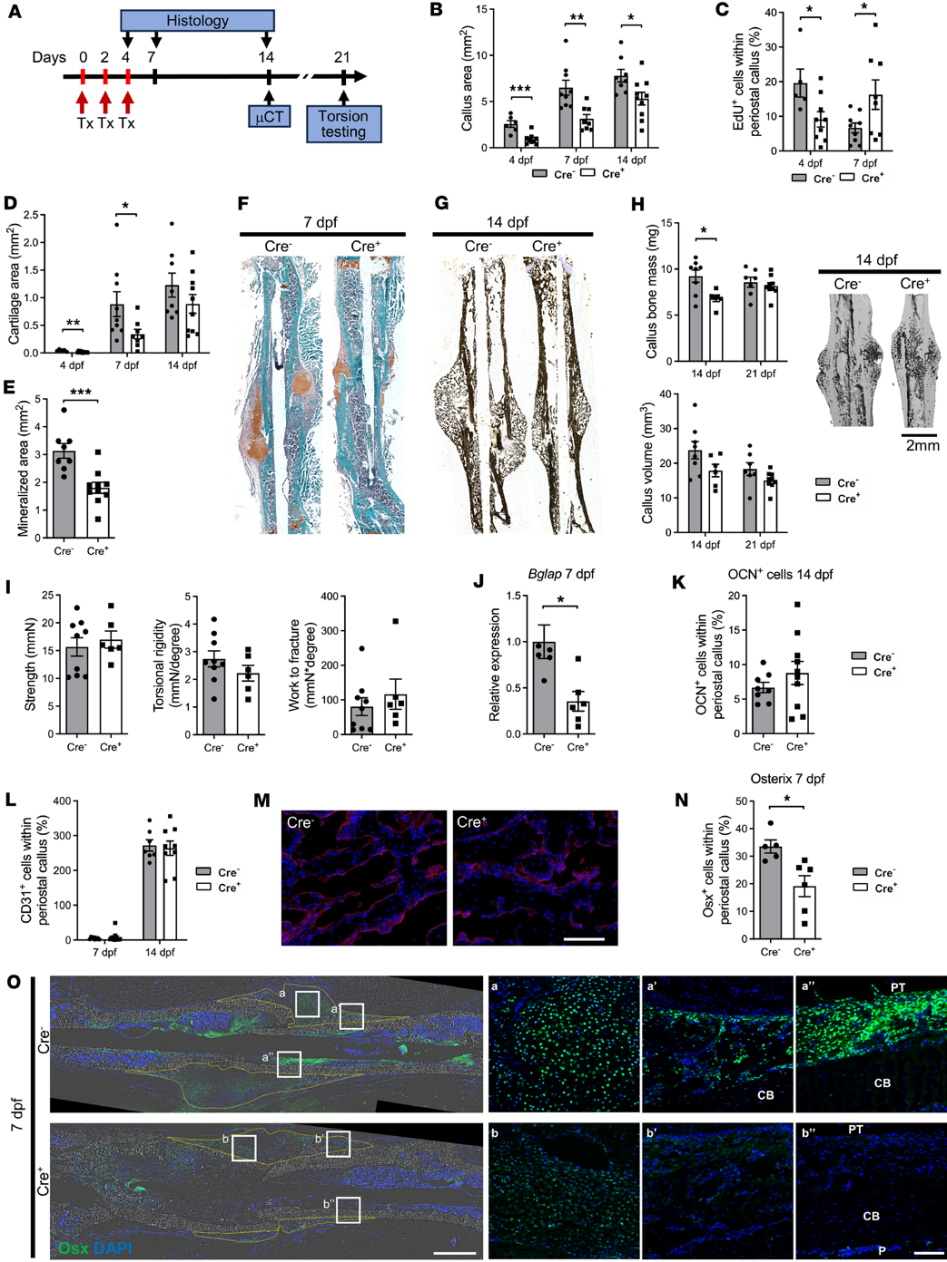
Deletion of *Dll4* in ECs impairs fracture healing. (**A**) Experimental design. Deletion of *Dll4* in ECs was induced by injecting tamoxifen (Tx) at 0, 2, and 4 dpf. Fractured bone samples were evaluated on day 4, 7, and 14 by histology and day 21 by microCT and torsion testing. (**B**) *Dll4* deletion led to a decreased callus size at 4 dpf (Cre^–^ *n* = 6, Cre^+^ *n* = 9), 7 dpf (Cre^–^ *n* = 9, Cre^+^ *n* = 8), and 14 dpf (Cre^–^ *n* = 8, Cre^+^ *n* = 10). (**C**) *Dll4* deletion also resulted in decreased proliferation at 4 dpf (Cre^–^ *n* = 5, Cre^+^ *n* = 9), which increased by 7 dpf (Cre^–^ *n* = 9, Cre^+^ *n* = 8) in Cre^+^ compared with Cre^–^ animals. (**D** and **F**) Cre^+^ mice had significantly less cartilage. Sample numbers at 4 dpf (Cre^–^ *n* = 5, Cre^+^ *n* = 9), 7 dpf (Cre^–^ *n* = 9, Cre^+^ *n* = 8), and 14 dpf (Cre^–^ *n* = 8, Cre^+^ *n* = 10) were analyzed by evaluating Safranin O–stained sections, as observed on representative sections. (**E** and **G**) Mineralized area was analyzed by von Kossa staining (Cre^–^ *n* = 8, Cre^+^ *n* = 10), as shown on Cre^-^ and Cre^+^ representative sections. (**H**) MicroCT analysis showed decreased callus bone mass on day 14 and no difference in callus volume, with representative 3D reconstructions of Cre^–^ and Cre^+^ fractures on the right. At 7 dpf, Cre^–^ *n* = 8, Cre^+^ *n* = 6; and at 21 dpf Cre^–^ *n* = 7, Cre^+^ *n* = 9. (**I**) Biomechanical properties were evaluated by torsion testing and are presented as bone strength (maximum torque), stiffness as a measure of torsional rigidity, and toughness as a work to fracture measure, with no change between Cre^–^ and Cre^+^ fractured bones at 21 dpf. Cre^–^ *n* = 9, Cre^+^ *n* = 6. (**J**) *Bglap* gene expression analysis at 7 dpf (Cre^–^ *n* = 6, Cre^+^ *n* = 6). (**K**) Histological analysis of osteocalcin-stained samples at 14 dpf (Cre^–^ *n* = 8, Cre^+^ *n* = 10). (**L**) Evaluation of CD31^+^ cells within the periosteal callus at 7 dpf (Cre^–^ *n* = 9, Cre^+^ *n* = 12) and 14 dpf (Cre^–^ *n* = 7, Cre^+^ *n* = 9). Deletion of *Dll4* in ECs with (**M**) representative magnified images of CD31 staining within the mineralized callus at 14 dpf. Scale bar: 200 μm. (**N**) Proportion of osterix-stained cells within the periosteal callus (Cre^–^ *n* = 5, Cre^+^ *n* = 6). (**O**) Representative images of osterix-stained fractured femurs with magnified areas of cartilaginous callus (a and b), mineralized callus (a’ and b’), and cortical bone with the area next to the pin insertion (a” and b”). The analyzed periosteal callus is shown by the yellow line. Scale bars: 1 mm (left) and 100 μm (right). PT, pin trace; CB, cortical bone; P, periosteum. Unpaired, 2-tailed Student’s *t* test. *P < 0.05, **P < 0.01.

**Figure 6:**
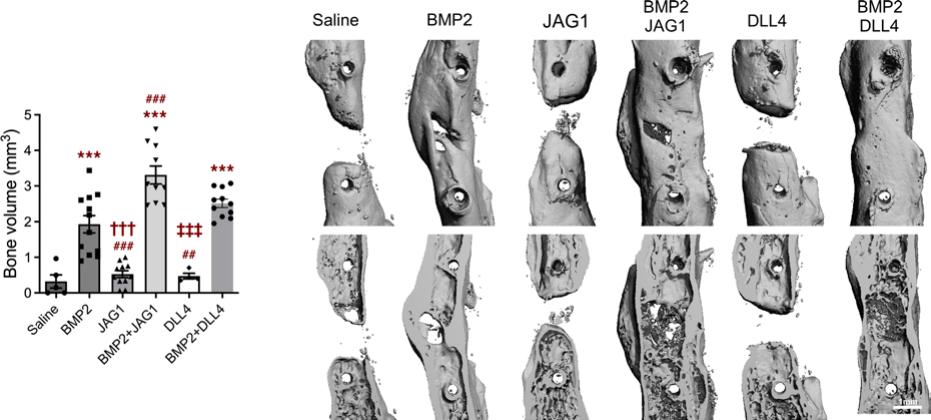
Notch ligands improve critical size femoral defect healing. BMP2 (5 μg), JAG1 (6 μg), and DLL4 (5 μg) alone or in combination were applied to a collagen scaffold (Medtronic). Femurs were evaluated by microCT and bone volume within the defect area was determined. JAG1 in combination with BMP2 resulted in significantly more bone within the defect compared with BMP2 only, with cortical bone formation in the whole length of a defect. On the right, representative 3D reconstructions of healing femoral defects 9 weeks after defect surgery. Saline, *n* = 5; BMP2, *n* = 12; JAG1, *n* = 11; BMP2 + JAG1, *n* = 10; DLL4, *n* = 4; BMP2 + DLL4, *n* = 11. One-way ANOVA with Bonferroni’s post hoc test. ***P < 0.001, statistically different from saline; ^##^*P* < 0.01, ^###^*P* < 0.001, statistically different from BMP2; ^†††^*P* < 0.001, statistically different from BMP2 + JAG1; ^‡‡‡^*P* < 0.001, statistically different from BMP2 + DLL4.

How the deposited data were processed for this re-analysis (not part of the article)

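Femoral periosteum of male mice, intact or taken 3 days after fracture, was digested and sorted into CD45- and CD45+ cells, and each sort of each group was sequenced as 1 library of single cells with 10× Genomics chemistry. The groups were intact and fractured Cre- mice, which serve as controls, and intact and fractured Cre+ mice, in which tamoxifen induces the Notch1 intracellular domain in αSMA-expressing cells. That makes 8 libraries, each of cells pooled from 3 mice, with 1 library per group and sort; the group of a library was taken from its label together with the paper's methods.

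The authors deposited for each library a matrix of UMI counts, whole numbers per gene and cell barcode without normalization. The file headers and the paper's methods name Cell Ranger 6.1.2 for these counts, the sample labels name version 3.1.0, and reads were aligned to mm10. The deposited barcodes had been called as cells by the authors' software, and droplets with few genes or many mitochondrial counts are still among them: 1126, 865, 823 and 1116 barcodes of the CD45- libraries (Cre- intact, Cre- fractured, Cre+ intact and Cre+ fractured) had at least 10% of their counts from mitochondrial genes. No cell annotation by the authors was used, and the paper's text does not name its filter on cells or a treatment of doublets.

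From these counts, cells with at least 500 genes (CD45-) or 200 genes (CD45+) and under 10% mitochondrial counts were kept, which left 4662, 4744, 5493 and 7451 CD45- and 5483, 4978, 6040 and 5136 CD45+ cells in the same order of groups. The median depth of kept cells was 13395, 30719, 13775 and 21487 UMIs in the CD45- and 8212, 13387.5, 9310.5 and 9742.5 UMIs in the CD45+ libraries. Following the paper's methods, the 4 libraries of a sort were integrated with Seurat 5.3.0 in R 4.3.3 (FindIntegrationAnchors and IntegrateData, 2000 variable genes, 30 dimensions), and cells were clustered on 40 principal components at a resolution of 0.25 (CD45-) or 0.4 (CD45+). Cluster names came from marker lists that were fixed before the data were examined, as were the comparisons, the rule for the genes named and most of the alternatives. The thresholds for a name were set after the clusters had been seen: a marker counted as detected with a UMI in at least 25% of the cells of a cluster and a CPM at least 2 times the lower quartile over clusters, and a name needed at least 3 detected markers and no more markers of another class than of its own among the 10 leading genes. These thresholds were needed for a name but did not settle it: which of the clusters that met them were named was a judgement on their leading genes and depth, made with the clusters in view, and unnamed clusters are given by number. In CD45+ clusters 2, 3, 4, 5 and 9 alike all 10 neutrophil markers were detected and none was among the leading genes. Clusters 2 and 9, led by *Il1b* and by *Stfa* genes, were named neutrophil-like, whereas clusters 3 and 4, with cycle genes among the leading ones, and cluster 5, at 0.302 of the median UMI count of its libraries, were not. CD45- cluster 8 also met the thresholds and was left unnamed by judgement: 5 of 6 CAR and 7 of 7 mesenchymal markers were detected in it. Clusters 1 and 5, with 3 of 6 CAR and 7 of 7 mesenchymal markers each, were named MSCs1-like and mesenchymal-like. Scrublet in scanpy 1.11.5, with an expected rate of 6%, called 49, 48, 68 and 51 CD45- cells as doublets and no CD45+ cell, so for CD45+ cells the caller did not work; called cells were kept, since the methods name no removal.

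For each library and cell class the counts of a gene were summed and given per 1000000 counts of that class (CPM), with exact Poisson intervals, and the log2 ratio of 2 libraries was given with the exact interval conditional on the sum of their counts. Shares of cells have exact Clopper-Pearson intervals, and differences of shares combine them by the MOVER method. All intervals are at 95% and cover counting error only; with 1 library per group there is no replicate spread, so no test between groups was made and no p-value is given. A share of 0 is given with the limit that 3 counts allow. Cycle phases came from Seurat's CellCycleScoring and shares of cells with a UMI from cells thinned at random to 2000 UMIs, leaving out shallower cells. The genes named are those the paper names for a comparison or a population, the Notch ligands, receptors and targets, the sex-linked genes, *Ptprc*, and for each comparison within a class the 5 largest rises and falls among genes with at least 100 UMIs in the higher library, for fracture only those that went the same way in the Cre+ pair; not every gene that this rule picks is reported here. Genes counted as differing by size had at least that many UMIs and a log2 ratio of at least 1 in size, in classes with at least 50 cells in both libraries. The 6 interferon genes of the paper were summarised by their median log2 ratio and compared with 10000 random lists matched on mean expression. Sums and intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and nearest neighbors with scikit-learn 1.9.0; gene positions are those of GENCODE M21 on GRCm38. The ratio step was tested on simulated data: of 200 changed genes, 200 were recovered in endothelial-like cells (8579 genes) and 200 in MSCs1-like cells (11435 genes), with 0 and 4 unchanged genes past the limits, and the intervals held the true ratio in 95.4% and 95.5% of genes. The simulated changes lay well past both limits, and the counts followed the Poisson model of the intervals. Recovery and coverage were thus largely fixed in advance. They check the calculation, not changes near the limits or spread between cells or mice. For share differences the intervals held the true value in 95.5% of 2000 draws, and thinning returned 101% of the expected *Hes1* UMIs over 21127 cells.

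The alternatives were a stricter filter (1000 genes for CD45- and 400 for CD45+ cells, under 5% mitochondrial counts), called doublets left out, libraries merged without integration, a doubled resolution (0.5 and 0.8), clustering without the genes of the paper's value sheets, the interferon genes and the cycle genes, hematopoietic clusters left out of the shares, cells not thinned, CPM averaged over cells, median-of-ratios scaling, a minimum of 20 UMIs and a log2 ratio of at least 0.69. After the data had been seen, CD45- cells with at least 200 genes clustered again, CD45+ cells without the highest 6% of doublet scores, and a mesenchymal class with clusters 6 and 8 were added. Trajectories, CellChat, GSEA and tests between single cells were not repeated, and the experiments of the paper other than the sequencing of periosteal cells were not analysed here. Of the paper's value sheets, those of Fig. 1, D and E, Fig. 2A, Fig. 3A and the endothelial and MSCs1 parts of Fig. 3B were read, and the others were not used here.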

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

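The tests of the interferon genes in fractured periosteum were set before their values were seen, whereas the tests in intact periosteum and the tests of the MSCs1-like share were chosen only after the result was seen. Which classes the test of a difference between mice or libraries covers, and how it was read in intact periosteum, was also settled only after its value had been seen.

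Higher levels in Cre+ cells of the 6 interferon genes that the paper names for fractured MSCs and ECs were also found in cells on which the paper does not report them. In intact periosteum, the median log2 ratio of Cre+ over Cre- cells was 4.09 (3.99 to 4.18) in mesenchymal-like and 1.38 (1.30 to 1.45) in endothelial-like cells, and in fractured periosteum it was 4.76 (4.34 to 5.11) in satellite-like cells, 2.27 (1.85 to 2.63) in CD45+ neutrophil-like and 2.73 (2.62 to 2.84) in CD45+ macrophage- or monocyte-like cells. Each of these medians lay at the 100th percentile of 10000 random lists matched on mean expression. Part of the ratios in fractured periosteum is a lower level in fractured Cre- cells: with fracture the median was -3.50 in Cre- and -1.27 in Cre+ satellite-like cells, -1.60 and 0.94 in neutrophil-like, -1.08 and 1.03 in macrophage- or monocyte-like and -1.40 and -0.16 in endothelial-like cells. The same holds for MSCs1-like (-1.22 and -0.25) and MSCs2-like cells (-1.76 and -0.92), whose Cre+ over Cre- medians were 4.50 and 4.02 in fractured against 3.31 and 3.44 in intact periosteum, but not for mesenchymal-like cluster 5, where the median with fracture was 1.83 in Cre- and -0.87 in Cre+ cells and the ratio 2.86 in fractured against 6.14 in intact periosteum. Over all mesenchymal-like cells, which hide these differences, the medians with fracture were -1.01 and -0.94. The study picked these genes from the same libraries, so the list is not an independent measure. Erythroid-like cells, which serve as a measure of background, also had the list higher in Cre+ libraries, with medians of 1.12 (0.87 to 1.72) in fractured and 2.49 (2.24 to 2.73) in intact periosteum, both at the 100th percentile, so a rise in free RNA stays open as part of the ratios of the other CD45- classes. As the whole source in mesenchymal-like cells, free RNA of another cell type is argued against by the UMIs per cell. Each mesenchymal-like cell of the Cre+ fractured library held 41.4 UMIs of the list, 13.5 times as many as an erythroid-like cell (3.06), although erythroid-like cells are deep, with 15.8 per endothelial-like and 7.36 per satellite-like cell in between. In the Cre+ intact library the values were 52.5 and 4.79, a factor of 11.0. A difference between the pooled mice or the libraries that has nothing to do with Cre activity stays open. In fractured periosteum the list stood at the 100th percentile of matched lists even in the lowest of neutrophil-like, macrophage- or monocyte-like and endothelial-like cells, which in Cre+ mice held *Acta2*, whose promoter drives Cre, at only 19.0, 9.36 and 20.4 CPM against 331 CPM in mesenchymal-like and 472 CPM in satellite-like cells, so satellite-like cells do not serve as a class without Cre activity. In intact periosteum the 2 CD45+ classes were not higher (medians of -0.13 and -0.09, both at or below percentile 33.0 of matched lists), which speaks against a difference that reaches all cells of the mice. Endothelial-like cells, with *Acta2* at 15.8 CPM and 11.7 UMIs of the list per cell, were nevertheless higher, and the CD45- and CD45+ cells of a pool are separate libraries, so a difference confined to the CD45- libraries cannot be told apart there from an effect of NICD1. A response of the other cells to signals from NICD1-expressing cells may also account for the spread over classes; the design names that condition, and it was not tested.

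MSCs1-like cells changed their share with fracture in opposite directions in the Cre- and Cre+ libraries. In the reduced clustering the share rose by 12.4 percentage points (10.9 to 13.9) in Cre- mice and changed by -9.19 points (-10.5 to -7.83) in Cre+ mice, and the difference between these changes was not tested, since there is 1 library per condition. The changes were 17.5 and -5.38 points in the main clustering, 19.6 and -8.38 with libraries merged without integration and 17.5 and -5.44 at doubled resolution. The reduced clustering tested a boundary between MSCs1-like and MSCs2-like cells drawn by the genes of the paper's sheets, the interferon genes or the cycle genes. Its principal components leave these out, and the signs were still opposite, with -9.19 points in Cre+ mice. That argues against such a boundary only as far as the components draw it. The integration and the cluster names still drew on these genes. A boundary drawn by other genes that change with fracture cannot be told apart from a change in the cells themselves, since 378 of the 1634 genes that the reduced clustering used still had a log2 ratio of at least 1 in size with fracture in its MSCs1-like or MSCs2-like Cre- cells. Erythroid-like cells and clusters 12 and 13 in the denominator are argued against as well, since without them the changes were 10.9 and -10.9 points. The Cre+ intact library already held 22.4% (21.3 to 23.5) MSCs1-like cells, against 9.72% in the Cre- intact library, so the opposite directions rest as much on the intact as on the fractured libraries. A difference in the cells recovered from each pool of mice stays open, and so does an effect of NICD1, which was not tested.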

How the results depend on the processing

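The settings with at least 200 genes per CD45- cell, without the highest 6% of doublet scores in CD45+ cells and with clusters 6 and 8 in the mesenchymal class were chosen only after the data had been seen. The 15 main results had 108 values under alternatives, each changing 1 choice, and none had the other sign. The counts of genes and the share of *Dll4* UMIs could not have had one, since they cannot be negative. For *Ibsp* the value in the reduced clustering says nothing about direction. Of the 108 values 66 stayed within the counting interval of the main value, or within 1.5 times a count of genes, and 42 moved further, as follows. The cause was not tested except where the setting itself makes it plain.

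The stricter filter on cells moved the endothelial-like share difference with fracture in Cre- mice from -15.9 points to -23.1 points, the mesenchymal-like share difference from 34.3 points to 40.1 points, the satellite-like share difference from 5.91 points to 4.28 points, the endothelial-like share difference of Cre+ over Cre- fractured cells from 6.62 points to 9.02 points, the interferon median of mesenchymal-like cells from 3.95 to 4.02, that of endothelial-like cells from 2.30 to 2.46, the log2 ratio of *Ibsp* from 2.90 to 3.09, that of *Alpl* from 2.96 to 3.16, that of *Il6* from -0.73 to -0.54 and the share of *Dll4* UMIs in endothelial-like cells from 90.8% to 91.9%. Leaving hematopoietic clusters out of the denominator, which rescales every other share by construction, moved the endothelial-like share difference with fracture in Cre- mice to -25.8 points and the mesenchymal-like share difference to 30.9 points. Merging the libraries without integration moved the mesenchymal-like share difference to 39.4 points, the G2M difference of mesenchymal-like cells from 7.78 points to 10.6 points, the interferon median of mesenchymal-like cells to 3.88, the log2 ratio of *Ibsp* to 2.54 and that of *Alpl* to 2.73. The doubled resolution moved the log2 ratio of *Ibsp* to 2.94, and leaving out called doublets the share of *Dll4* UMIs in endothelial-like cells to 92.5%. Clustering without the genes of the paper's sheets, the interferon genes and the cycle genes moved the interferon median of mesenchymal-like cells to 4.03, the log2 ratio of *Ibsp* to 2.44 and that of *Alpl* to 2.08. In the reduced clustering the 30.0 CPM of *Ibsp* in Cre+ fractured MSCs2-like cells lie below the 65.8 CPM of erythroid-like cells, which should lack it, and read as background. CPM averaged over cells, in which shallow cells weigh as much as deep ones, moved the number of differing genes in endothelial-like cells from 1161 to 660, the interferon median of mesenchymal-like cells to 4.04, that of endothelial-like cells to 1.94, the log2 ratio of *Ibsp* to 2.25, that of *Alpl* to 2.39, that of *Il1b* from -0.26 to -0.48, that of *Tnf* from -0.28 to -0.64 and that of *Il6* to -1.01. Median-of-ratios scaling moved the log2 ratio of *Il1b* to -0.36, that of *Tnf* to -0.38 and that of *Il6* to -0.83. A minimum of 20 UMIs, which admits more genes, moved the number of differing genes in endothelial-like cells to 1938 and that in MSCs1-like cells from 673 to 1441, and a log2 ratio of at least 0.69 moved the number of differing genes in endothelial-like cells to 2239 and that in MSCs1-like cells to 1328. Of the settings added later, at least 200 genes per cell moved the interferon median of mesenchymal-like cells to 4.02, the log2 ratio of *Ibsp* to 2.71 and that of *Alpl* to 2.77; clusters 6 and 8 in the class moved the mesenchymal-like share difference to 31.8 points; and leaving out high doublet scores moved the log2 ratio of *Il1b* to -0.31. Averaging over cells also changed the balance in endothelial-like cells, from 574 genes higher and 587 lower after fracture to 448 and 212, with 571 genes in both sets. In MSCs1-like cells the balance turned round under median-of-ratios scaling, from 286 higher and 387 lower to 339 and 320, with 606 genes in both sets.

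Over all genes named in any class and comparison, 2743 log2 ratios were computed, 1142 of them of at least 1 in size. Of the 8745 alternative values of the latter, 71 had the other sign: 38 with libraries merged without integration, 11 in the reduced clustering, 7 with at least 200 genes, 6 averaged over cells, 4 at doubled resolution, 3 without called doublets and 2 with the stricter filter. Median-of-ratios scaling gave 1142 of these values but could not have changed a sign among them, since it shifts all genes of a comparison alike and by far less than 1. Among log2 ratios given at a statement of the paper, the sign was reversed only by merging without integration: for *Cxcl12* in MSCs2-like (-2.50) and all mesenchymal-like cells (-0.48) and for *Ptx3* (-1.02) and *Il4ra* (-0.16) in tenocyte-like cells, all with fracture in Cre- mice; the cause was not tested. Ratios under 1 in size also changed sign in places, which are named with the genes. Relative to CPM, median-of-ratios scaling moved the median gene by more than 0.1 in 18 of 110 comparisons of a class. With fracture in Cre- mice, the median gene lay at -0.10 in mesenchymal-like, -0.10 in MSCs1-like, -0.11 in satellite-like, -0.14 in tenocyte-like and -0.12 in macrophage- or monocyte-like cells, at -0.11 in CD45+ cluster 3, at -0.13 in MSCs1-like cells of the reduced clustering and at -0.13 in the mesenchymal class with clusters 6 and 8. Between Cre+ and Cre- fractured cells it lay at 0.10 over all CD45+ cells and at 0.10 in cluster 12, and the ratios given for these classes, small ones above all, are to be read relative to it. The remaining comparisons beyond this size reached -0.15 at the farthest, in mast- or basophil-like cells with fracture in Cre+ mice.

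No paired analysis was possible because each group and sort has a single library and the groups share no replicate numbers beyond it. Leaving out Scrublet's calls was not run for CD45+ cells, where there were none, and clustering alternatives do not apply to results over all CD45+ cells. Few cells or few UMIs limit some results. Only 17 osteoblast-like and 15 lymphatic endothelial-like cells were kept from the Cre- fractured library. *Il6* in neutrophil-like cells rested on 15 UMIs in the Cre- and 12 in the Cre+ fractured library. Thinning to 2000 UMIs made depths equal but left out 706 endothelial-like cells, so shares in that class describe its deeper cells.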

Differences from the paper's values

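Comparisons with the setting of at least 200 genes per cell were chosen only after the data had been seen; all other settings named here were set before the data were examined. The clusters are rebuilt ones, and each is set beside the paper's cluster that its markers match, with shares over the CD45- cells that each filter kept. The paper's share of its cluster 7 is 3.79% of Cre- intact cells, 3.27% of Cre- fractured cells and 7.92% of Cre+ fractured cells (Fig. 1D and Fig. 3A), and the nearest cluster, cluster 12 here, held 0.536%, 1.64% and 4.91%. The stricter filter, leaving out called doublets, merging without integration, the doubled resolution and the reduced clustering, all set before the data were examined, left each of these differences above 1.5 times. Keeping cells with at least 200 genes, a setting chosen after seeing the values, gave 2.74%, 2.52% and 7.58%, within 1.5 times of the paper's values. The paper's share of its cluster 10 is 0.312% of Cre- fractured cells and 0.530% of Cre+ fractured cells (Fig. 1D and Fig. 3A), and the nearest cluster, cluster 13 here, held 0.0211% and 0.161%. The stricter filter, leaving out called doublets, merging without integration, the doubled resolution and the reduced clustering, all set before the data were examined, left each of these differences above 1.5 times. Keeping cells with at least 200 genes did not bring them within 1.5 times either. In G2M the paper gives 1.94% of Cre- intact cells of its cluster 0 (Fig. 1E), and endothelial-like cells had 0.982%, within 1.5 times of it under merging without integration (1.66%) and cells not thinned (1.83%) but not under the stricter filter, leaving out called doublets, the doubled resolution and the reduced clustering, and a setting chosen after seeing the values, at least 200 genes per cell, gave 1.76%, within 1.5 times of the paper. That share is 14 of 1426 thinned cells, with 158 shallower cells left out and an interval of 0.538% to 1.64%. For its cluster 1 the paper's G2M share of Cre- intact cells is 0.839% (Fig. 1E), against 1.66% of MSCs1-like cells, within 1.5 times of it under merging without integration (1.02%) and the reduced clustering (1.17%) but not under the stricter filter, leaving out called doublets, the doubled resolution and cells not thinned. It rests on 8 of 481 thinned cells, with 30 left out and an interval of 0.721% to 3.25% that holds the paper's value. In G2M the paper gives 42.0% of Cre- intact cells of its cluster 7 (Fig. 1E), and cluster 12 here had 66.7%, within 1.5 times of it under the stricter filter (50.0%), leaving out called doublets (60.0%) and merging without integration (50.0%) but not under the doubled resolution, the reduced clustering and cells not thinned, and a setting chosen after seeing the values, at least 200 genes per cell, gave 50.0%, within 1.5 times of the paper. Here only 4 of 6 thinned cells were in G2M, with 19 left out, an interval of 22.3% to 95.7% that holds the paper's value. For its cluster 9 the paper's G2M share of Cre- intact cells is 2.33% (Fig. 1E), against 4.60% of smooth muscle- or pericyte-like cells, within 1.5 times of it under cells not thinned (3.41%) but not under the stricter filter, leaving out called doublets, merging without integration, the doubled resolution and the reduced clustering. The share comes from 4 of 87 thinned cells, with 1 left out and an interval of 1.27% to 11.4% that holds the paper's value. In G2M the paper gives 0% of Cre- fractured cells of its cluster 12 (Fig. 1E), and osteoblast-like cells had 5.88%, at the value of it under the stricter filter (0%) but not under leaving out called doublets and cells not thinned. This is 1 of 17 thinned cells, with 0 left out and an interval of 0.149% to 28.7%.

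The paper's sheets give log2 fold changes from tests between cells; on the same scale, the log2 of the mean over cells of counts per 10000 plus 1, the values here had the sheet's sign for all genes found, namely 106 of endothelial cells, 69 of MSCs1, 102 of MSCs2, 364 of satellite cells (368 in the sheet) and 35 of chondrocytes in Fig. 2A, and 18 and 66 in Fig. 3B. The only error at hand is the counting error of the values here (1 standard error), which is small for abundant genes, and by it the following genes named by the paper differ. In endothelial-like cells (Fig. 2A), the paper's values are 1.34 for *Col3a1*, 1.26 for *Col1a2*, 1.08 for *Col1a1*, 1.07 for *Timp1* and 0.78 for *Postn*, where 1.10, 0.95, 0.74, 0.93 and 0.56 were found here. No alternative set before the data were examined came within counting error. In MSCs1-like cells (Fig. 2A), the paper's values are 1.52 for *Cxcl5*, 1.29 for *Timp1*, 1.12 for *Prg4*, 1.03 for *Ptx3*, 0.97 for *Cxcl12*, 0.89 for *Cxcl1*, 0.88 for *Mmp3*, 0.88 for *Acta2*, 0.86 for *Postn*, 0.74 for *Il4ra* and -1.16 for *Col15a1*, where 1.44, 1.36, 0.91, 0.97, 1.00, 0.83, 0.83, 1.04, 0.66, 0.68 and -1.08 were found here. Of the alternatives set before the data were examined, the reduced clustering (1.30) came within counting error for *Timp1*, the stricter filter (1.04) came within counting error for *Ptx3*, the stricter filter (0.90) came within counting error for *Cxcl1* and the stricter filter (0.73) and merging without integration (0.74) came within counting error for *Il4ra*, and the others did not. In MSCs2-like cells (Fig. 2A), the paper's values are 0.94 for *Ptx3*, 0.91 for *Cxcl5*, 0.69 for *Il4ra*, -1.03 for *Alpl* and -1.65 for *Col11a1*, where 1.00, 1.05, 0.74, -1.09 and -1.57 were found here. Of the alternatives set before the data were examined, merging without integration (0.93) came within counting error for *Cxcl5*, the reduced clustering (0.69) came within counting error for *Il4ra* and the stricter filter (-1.06) came within counting error for *Alpl*, and the others did not. In satellite-like cells (Fig. 2A), the paper's values are 1.62 for *Col1a2* and 0.75 for *Prg4*, where 1.52 and 0.30 were found here. No alternative set before the data were examined came within counting error. At least 200 genes per cell, chosen after seeing the values, came within counting error for *Col1a2* (1.58). In chondrocyte-like cells (Fig. 2A), the paper's values are 0.76 for *Col1a2* and 0.90 for *Timp1*, where 0.73 and 0.79 were found here. Of the alternatives set before the data were examined, the stricter filter (0.76) came within counting error for *Col1a2*, and the others did not. In MSCs1-like cells (Fig. 3B), the paper's values are 2.65 for *Isg15*, 2.19 for *Ifit1*, 2.10 for *Ifit3*, 1.71 for *Ifi27l2a*, 1.64 for *Iigp1*, 1.02 for *Ifi203*, -0.73 for *Prg4* and -0.83 for *Cxcl1*, where 2.64, 2.09, 1.97, 1.56, 1.54, 0.95, -0.86 and -0.56 were found here. Of the alternatives set before the data were examined, leaving out called doublets (2.65) and the doubled resolution (2.64) came within counting error for *Isg15*, and the others did not. For *Isg15* the main value and that at doubled resolution round alike, so its difference from the paper lies at the limit of counting error.

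Some statements of the paper also differ from the values here. The paper reports no expression of *Dll1* in the periosteum, whereas it stood at 44.7 CPM in satellite-like and 35.0 CPM in endothelial-like cells, against 0.428 CPM in erythroid-like cells. It names ECs as the sole population with *Dll4*, which was also found at 11.6 CPM in smooth muscle- or pericyte-like cells, against 0.369 CPM in erythroid-like cells. Endothelial RNA was not tested as the source of these *Dll4* UMIs. *Timp4* and *Ptprb*, leading genes of endothelial-like cluster 0, were among the largest falls with fracture in smooth muscle- or pericyte-like Cre- cells. That source therefore stays open. The paper lists *Il4ra* as changed in all mesenchymal clusters, whereas its log2 ratio in mesenchymal-like cluster 5 was 0.09, with an interval that spans 0. *Cxcl5*, listed with it without a direction, did change in cluster 5. Its log2 ratio there was -0.37, the other way from all mesenchymal-like cells together. *Prg4* is listed as increased at the fracture site, and its log2 ratio was 0.45 in MSCs1-like cells but -1.01 over all mesenchymal-like cells. *Col11a1* is listed with gene sets raised in MSCs1, and stood at 199.8 CPM in MSCs1-like and 350.3 CPM in MSCs2-like Cre- intact cells. *Col2a1*, listed with it, stood slightly higher in MSCs1-like than in MSCs2-like cells. The paper's text does not name the contrast of its GSEA, so this comparison may not be the same one. A rising G2M share is stated for osteoblasts, for which 2 of 19 intact and 1 of 17 fractured cells were counted here. The legend of Fig. 3B describes fractured against intact Cre+ cells, for which the log2 ratio of *Isg15* in MSCs1-like cells was 0.77 and that of *Ifit1* 0.01, whereas the signs and sizes in its sheet go with Cre+ over Cre- fractured cells, with log2 ratios of 5.23 and 5.73.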

Other observations

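The tests of free mesenchymal RNA and of doublets for the collagen genes and of mixed RNA for cluster 13 were set before their values were seen, and the other tests of this part were chosen only after the result was seen. The set of classes that serves as a control for the mixed-RNA test was also added after its value was known, and so was the reading of the tests of mesenchymal carry-over, of doublets in cluster 13 and of cluster 12.

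The fibrillar collagen genes *Col1a1*, *Col1a2* and *Col3a1* had a median log2 ratio of 0.72 with fracture in endothelial-like Cre- cells. Doublets of endothelial and mesenchymal cells are argued against, since the median was 0.98 without the 10% of endothelial-like cells with the highest doublet scores. Free RNA of mesenchymal cells stays open as a source: over the 3 genes, an erythroid-like cell of the Cre- fractured library held 9.50 times (median) the collagen UMIs of an endothelial-like cell, with 6, 7 and 9 UMIs in the median erythroid-like and 2, 2 and 3 in the median endothelial-like cell. Erythroid-like cells are deeper, with a median of 68019 UMIs over the CD45- libraries, and 79 of them were called as doublets, so why they exceed the endothelial-like level was not settled. A second test asked whether other mesenchymal markers rise alike in endothelial-like cells: *Prrx1*, *Pdgfra*, *Dcn*, *Lum* and *Postn* had a median log2 ratio of 0.45, below that of the collagens, with members on both sides of 0, from -0.84 for *Prrx1* to 1.74 for *Postn*. In mesenchymal-like cells these markers themselves had a median of -0.81, so from this value carry-over of the whole profile cannot be told apart from expression in ECs. With the log2 ratio of each gene in mesenchymal-like cells subtracted, the markers lay at 1.12 and the collagens at 0.83, and 5 of 5 markers had a higher log2 ratio in endothelial-like than in mesenchymal-like cells, although *Prrx1* and *Lum* (-0.05) did not rise in endothelial-like cells. A hypothesis is that part of the rise in fibrillar collagens is RNA of the mesenchymal cells that make up more of the fractured library, and expression in ECs was not excluded. *Col18a1*, *Plvap* and *Col15a1* do not share this limit, with 5.05, 10.2 and 4.71 CPM in erythroid-like against 647, 1041 and 519 CPM in endothelial-like Cre- fractured cells.

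Cluster 13 had 266 cells, of which 250 came from the Cre- intact CD45- library. Doublets are argued against as its origin, since only 0.136% of the other cells of the library had a doublet score below the median of the cluster. Its cells had a median of 9.40% mitochondrial counts, just under the filter at 10%, which is 1.71 times the highest median of the other classes of the library (5.50%), so damaged cells stay open. The stricter filter, at 5% mitochondrial counts and 1000 genes, left none of the cluster in that library. Droplets with the mixed RNA of the library also stay open and may account for it. The summed profile had a Spearman correlation of 0.963 with the sum of all other cells and of at most 0.858 with a single class (mesenchymal-like), a difference of 0.104 across 13589 genes, which are not independent replicates. The same difference was above 0 for 2 of 10 other classes, the highest at 0.0274. The tests do not separate these 2 explanations, and no biological explanation was tested.

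Cluster 12, with a median of 1196 UMIs per cell, took 4.91% of the Cre+ fractured against 1.64% of the Cre- fractured CD45- cells. Droplets with little RNA from cells of other classes cannot be told apart from a type of its own: the profile had a correlation of 0.931 with MSCs2-like cells and 0.941 with all other cells across 14341 genes, while the median mitochondrial share was 0.307%, 0.102 times the 3.00% of MSCs2-like cells. A raised mitochondrial share, which damaged cells would show, was not found, but a low one does not exclude shallow droplets, which keeps the question open. An effect of NICD1 on this cluster was not tested.

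*Dll1* UMIs in satellite-like cells are not explained by free RNA of endothelial cells: *Dll4*, more abundant than *Dll1* in endothelial-like cells, was found in 0.155% of thinned satellite-like cells, whereas 7.12% had a *Dll1* UMI. Doublets with endothelial cells would bring *Dll4* as well. Expression of *Dll1* by satellite-like cells is therefore a hypothesis, found and tested on the same libraries.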
